# Transcriptomics analysis of differentially expressed genes in subcutaneous and perirenal adipose tissue of sheep as affected by their pre- and early postnatal malnutrition histories

**DOI:** 10.1186/s12864-021-07672-5

**Published:** 2021-05-11

**Authors:** Sharmila Ahmad, Markus Hodal Drag, Suraya Mohamad Salleh, Zexi Cai, Mette Olaf Nielsen

**Keywords:** Early life malnutrition, Subcutaneous adipose tissue, Perirenal adipose tissue, Differential expressed genes, Functional enrichment, Long-term programming

## Abstract

**Background:**

Early life malnutrition is known to target adipose tissue with varying impact depending on timing of the insult. This study aimed to identify differentially expressed genes in subcutaneous (SUB) and perirenal (PER) adipose tissue of 2.5-years old sheep to elucidate the biology underlying differential impacts of late gestation versus early postnatal malnutrition on functional development of adipose tissues. Adipose tissues were obtained from 37 adult sheep born as twins to dams fed either NORM (fulfilling energy and protein requirements), LOW (50% of NORM) or HIGH (110% of protein and 150% of energy requirements) diets in the last 6-weeks of gestation. From day 3 to 6 months of age, lambs were fed high-carbohydrate-high-fat (HCHF) or moderate low-fat (CONV) diets, and thereafter the same moderate low-fat diet.

**Results:**

The gene expression profile of SUB in the adult sheep was not affected by the pre- or early postnatal nutrition history. In PER, 993 and 186 differentially expressed genes (DEGs) were identified in LOW versus HIGH and NORM, respectively, but no DEG was found between HIGH and NORM. DEGs identified in the mismatched pre- and postnatal nutrition groups LOW-HCHF (101) and HIGH-HCHF (192) were largely downregulated compared to NORM-CONV. Out of 831 DEGs, 595 and 236 were up- and downregulated in HCHF versus CONV, respectively. The functional enrichment analyses revealed that transmembrane (ion) transport activities, motor activities related to cytoskeletal and spermatozoa function (microtubules and the cytoskeletal motor protein, dynein), and responsiveness to the (micro) environmental extracellular conditions, including endocrine and nervous stimuli were enriched in the DEGs of LOW versus HIGH and NORM. We confirmed that mismatched pre- and postnatal feeding was associated with long-term programming of adipose tissue remodeling and immunity-related pathways. In agreement with phenotypic measurements, early postnatal HCHF feeding targeted pathways involved in kidney cell differentiation, and mismatched LOW-HCHF sheep had specific impairments in cholesterol metabolism pathways.

**Conclusions:**

Both pre- and postnatal malnutrition differentially programmed (patho-) physiological pathways with implications for adipose functional development associated with metabolic dysfunctions, and PER was a major target.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07672-5.

## Background

Compromised nutrition during fetal life may alter the growth trajectory of many developing organs, including adipose tissues, due to a phenomenon termed fetal programming. This can lead to tissue malfunction and development of health disorders later in life [1, 2]. In addition to genetic modifications, such nutrient-regulated gene expression may play a major role in the development of adult disease [3].

Fat distribution patterns in the body, capacity of adipose tissues to accommodate nutrient excess, and fat cell size distribution patterns, rather than total fat mass, are major determinant risk factors for predisposition of metabolic disarrangements [4–6]. Subcutaneous adipose tissue (SUB) plays a key role in fat partitioning by preventing nutrient overflow and hence fat deposition elsewhere (e.g. abdominal fats and non-adipose tissue) [7–9], whereas central obesity and ectopic fat deposition are well-known risk factors for insulin resistance and cardiovascular diseases [10, 11]. In contrast to SUB, the specific roles of perirenal adipose tissue (PER) in relation to development of obesity and associated disorders is less elucidated, and most studies of PER in humans have relied on indirect measurements using ultrasound and other non-invasive approaches [12]. Nevertheless, perirenal fat thickness was shown to be a determining factor for kidney dysfunction and correlated to risk of severe kidney disease and hypertension in humans [13, 14].

We have previously shown in a sheep model that late gestation and early postnatal malnutrition can induce differential, depot and sex-specific changes in adipose developmental traits and metabolic outcomes in adulthood, with PER and SUB as the major targets of prenatal programming in contrast to mesenteric and epicardial adipose tissue [15, 16]. Moreover, in our sheep model we observed a 1/3 reduction in kidney weight of adolescent sheep that had been exposed to an obesogenic high-carbohydrate-high-fat (HCHF) diet in early postnatal life [17]. Furthermore, sheep with a history of prenatal undernutrition followed by early postnatal obesity development developed hypercholesterolemia, which persisted into adulthood even after 2 years of dietary correction [16, 17].

Gene expression profiling studies of adipose tissue have revealed vast numbers of different adipose molecular markers, especially inflammatory genes, that could be linking expanded fat mass and obesity co-morbidities [18]. In this context, nutrition has been shown to program gene expression and development of adipose tissue (i.e. SUB, PER and omental fat) in different animal models [19–22]. Concordantly, using quantitative real-time polymerase chain reaction (qPCR) analysis, we have previously documented impacts of late gestation and early postnatal nutrition interventions on gene expression of well-known markers for adipose development, adipose metabolisms as well as inflammation in four different adipose tissues (SUB, PER, mesenteric and epicardial) of 6-months old lambs and 2.5-years old sheep. However, the early nutrition impacts on gene expression for these markers were poorly associated to observed changes in adipose morphology, cellularity and cell size distributions [15, 23].

In this study, we therefore aimed to unravel the genes and/or pathways responsible for the observed changes in adipose morphological traits and the phenotypic manifestations observed in adipose tissue of these animals by using a transcriptomic analysis approach. Application of RNA-sequencing and transcriptomic methodologies could reveal underlying hitherto unknown pathways involved in tissue specific responses to early malnutrition, leading to identification of potential candidate markers for fetal programming (hub genes) and shedding light on the involvement of different adipose tissues in organ and metabolic dysfunctions arising from adverse programming in early life.

## Results

### Mapping summary

A total of 67 samples (SUB = 31 and PER = 36, respectively) were analyzed using RNA-sequencing. 

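The libraries came from 36 adult sheep of 2.5 years, 17 males and 19 females, each with a library of perirenal adipose tissue (PER), and 31 of them, 14 males and 17 females, also with a library of subcutaneous adipose tissue (SUB). Their dams had been fed at 100% (NORM) or 50% (LOW) of the energy and protein requirements, or at 150% of the energy and 110% of the protein requirements (HIGH). The lambs then received a conventional (CONV) or a high-carbohydrate-high-fat (HCHF) diet. The authors removed ribosomal sequences, aligned the remaining read pairs with STAR and counted them on genes with HTSeq. The deposited values are these counts, without normalization, for genes listed by their Ensembl identifiers. Counts in genes ranged from 620406 to 10478705 per PER library, with a median of 7533754, and from 662475 to 13232721 per SUB library, with a median of 10103917. In PER, the 6 NORM-CONV sheep had 4226514 to 8846876 counts (median 7177680), the 4 NORM-HCHF sheep 722834 to 10235600 (median 7607046) and the 9 LOW-CONV sheep 620406 to 10022178 (median 5594922). The 6 LOW-HCHF sheep had 1087270 to 10411027 counts in PER (median 7501044), the 5 HIGH-CONV sheep 4214126 to 9066717 (median 7014502) and the 6 HIGH-HCHF sheep 5256127 to 10478705 (median 8808114). In SUB, the 4 NORM-CONV sheep had 2035120 to 12324653 counts (median 8338904), the 4 NORM-HCHF sheep 842103 to 11419707 (median 7385336) and the 7 LOW-CONV sheep 8325199 to 12650531 (median 11182243). The 5 LOW-HCHF sheep had 4526038 to 13232721 counts in SUB (median 10281975), the 5 HIGH-CONV sheep 4592402 to 11646122 (median 10329419) and the 6 HIGH-HCHF sheep 662475 to 12248346 (median 8358516). Fewer than 2000000 counts were found in 3 PER libraries, all of females (1 NORM-HCHF, 1 LOW-CONV and 1 LOW-HCHF), and in 2 SUB libraries, of a HIGH-HCHF female and a NORM-HCHF male. Each tissue was fitted with the model of the paper (sex, early postnatal nutrition, prenatal nutrition and their pairwise interactions), using edgeR's quasi-likelihood test, TMM normalization and a Benjamini-Hochberg adjusted p-value threshold of 0.05. The sheep were born as twins, and this model has no term for the dam, so that each sheep is treated as independent. Genes with at least 1 cpm in at least 4 libraries of the tissue were kept. A comparison such as LOW vs HIGH was averaged with equal weights over the sexes and the postnatal diets. The paper's text does not say whether its comparisons were such averages or coefficients at the reference levels of the model, which describe females on the CONV diet (for HCHF vs CONV, females of the NORM group). Reference-level values from DESeq2, the tool named in the paper's methods, are therefore given beside the averages. The groups they describe are small, with 4 NORM-CONV, 5 LOW-CONV, 3 HIGH-CONV, 2 NORM-HCHF, 2 LOW-HCHF and 3 HIGH-HCHF females in PER. In SUB, the log2 fold changes that the paper prints for males vs females matched the reference levels and not the averages, as given below.

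**Figure D1:**
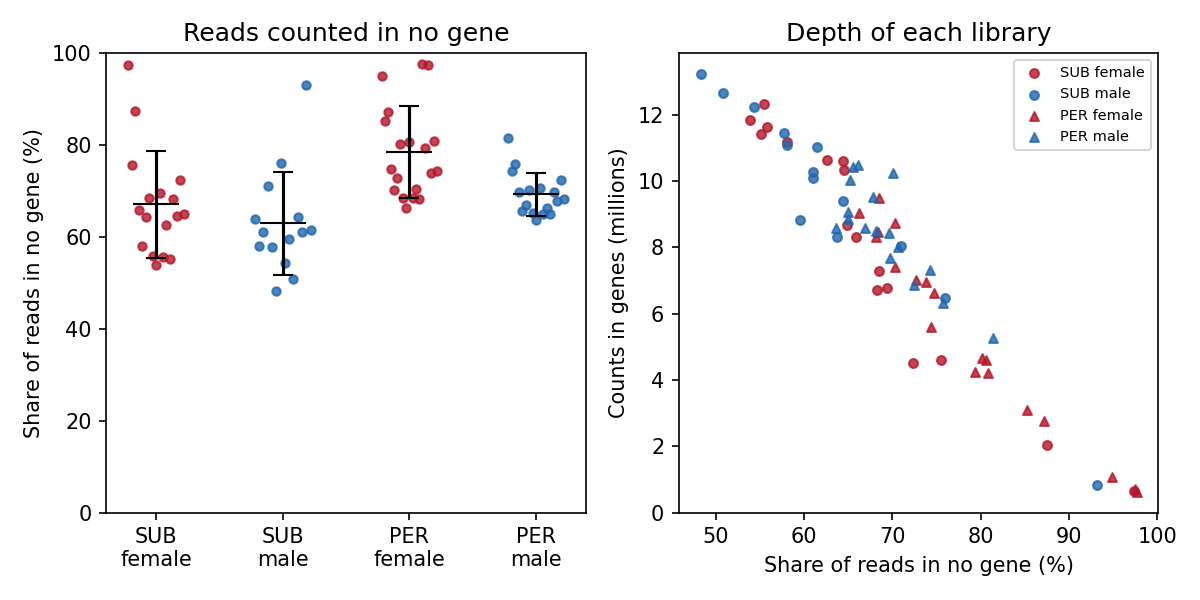
Left, the share of reads counted in no gene (percent) in each library, by tissue and sex, with the mean and SD as bars. Right, the counts in genes against this share for the 67 libraries, in which the libraries with the fewest counts have the highest shares, up to 97.64% in PER.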

After filtering, the mean numbers of clean reads per sample obtained from SUB and PER were 34,137,165 and 34,818,481, respectively, and were aligned against *Ovis aries* reference genome (oar_v3.1) using the software package STAR. 

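Summed over the genes and the other classes of the counting (in no gene, ambiguous, not aligned, not aligned uniquely or of low quality), the deposited files held 32539781 ± 4195747 entries per library (mean ± SD, n = 31) in SUB and 33417209 ± 2582480 (SD, n = 36) in PER. They ranged from 22003981 to 39354076 in SUB and from 28236222 to 39948471 in PER.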

On average, 83% of the total reads were successfully mapped allowing no more than eight mismatches and restricting the alignments at most 40 genomic locations. 

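By the classes of the counting, 85.5% ± 6.72 (SD, n = 31) of the entries of a SUB library were aligned, with a range from 62.4% to 92.5%. In PER it was 85.6% ± 5.10 (SD, n = 36), from 68.4% to 92.5%. The difference between the tissues was smaller than the spread between libraries.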

Among the aligned reads, approximately 86 and 65% were mapped to unique genomic regions in SUB and PER, respectively. 

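Of the aligned entries in the counting, 88.1% ± 3.47 (SD, n = 31) were aligned uniquely in SUB and 91.3% ± 1.69 (SD, n = 36) in PER. In PER this differs from the paper's 65%. Whether the 2 shares measure the same thing is not known, and the cause was not tested.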

The mean coverages of paired-end reads mapping to exonic, intronic, intergenic, and intronic/intergenic regions were 26.48, 36.54, 36.98 and 7.28% for SUB and 19.22, 40.55, 40.22 and 6.01% for PER, respectively.

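The counting separates reads in the exons of a gene from reads in no gene, and does not divide the latter into intronic and intergenic reads. Of the reads in these classes together, 34.8% ± 11.4 (SD, n = 31) were counted in a gene in SUB, from 2.62% to 51.7%, and 25.9% ± 9.12 (SD, n = 36) in PER, from 2.36% to 36.3%. As a share of all aligned entries, the counts in genes were 30.5% ± 9.49 (SD, n = 31) in SUB and 23.7% ± 8.36 (SD, n = 36) in PER. The share of reads in no gene in PER was 78.5% ± 10.0 (SD, n = 19) in females and 69.3% ± 4.64 (SD, n = 17) in males. This difference had a p of 0.00097 in a two-sided permutation test with 100000 resamples and an adjusted p of 0.00582 over the 6 tests of sex, prenatal nutrition and postnatal nutrition in the 2 tissues. The difference between sexes in SUB did not pass the threshold (permutation test, p = 0.329, adjusted p = 0.395). Neither did the prenatal groups in PER (permutation test, p = 0.269, adjusted p = 0.395) and SUB (p = 0.111, adjusted p = 0.333), nor the postnatal groups in PER (p = 0.914, adjusted p = 0.914) and SUB (p = 0.211, adjusted p = 0.395).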

### Differentially expressed genes (DEGs)

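The filter on low counts kept 20880 genes in PER and 16686 in SUB, so that chance gives about 1044 genes in PER and 834 in SUB per comparison at an unadjusted p-value under 0.05. Counts were simulated from the pooled means and the spread of the libraries, with 200 genes changed by 2 on the log2 scale in LOW sheep. On these, edgeR's test of LOW vs HIGH found 99% of the 200 genes among 18307 tested, and 25 of its 223 calls were false. The 200 genes lay above the median level and changed alike in both sexes and postnatal diets. Smaller changes and libraries that differ in composition were not simulated, so that the power for the real comparisons is not known from this. The numbers of DEGs between the diets in PER depended on the contrast and the test. For LOW vs HIGH, the number was 0 with the averaged contrast in edgeR and 3308 with DESeq2 at the reference levels.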

The lists of differential expressed genes (DEGs) after Benjamini-Hochberg correction, padj < 0.05 are shown in Table 1, and the direction of change of expression for DEGs for each group comparison are shown in Fig. 1. The gene expression profiles of SUB in the adult sheep were not affected by the pre- or early postnatal nutrition history or sex, except for 44 DEGs identified (padj < 0.05) between adult males and females (Additional file 1: Supplementary Table 1).

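In SUB, 0 genes passed the adjusted p-value threshold in edgeR's quasi-likelihood test for LOW vs HIGH (415 genes at an unadjusted p under 0.05), LOW vs NORM (1161), HIGH vs NORM (524), HCHF vs CONV (752) and the interaction of prenatal nutrition and sex (842). LOW-HCHF vs NORM-CONV and HIGH-HCHF vs NORM-CONV also had 0, with 221 and 271 genes at an unadjusted p under 0.05. Among the other 13 comparisons of diet combinations, 2 genes passed the threshold, both higher in HIGH-HCHF than in LOW-CONV sheep. With DESeq2 and averaged contrasts, 1076 genes passed it for LOW vs NORM, of which 21 were higher and 1055 lower in LOW, 28 passed it for LOW-HCHF vs NORM-CONV, and the other 13 comparisons together had 2422, against 1888 with DESeq2 at the reference levels. Between males and females, 659 genes passed the threshold with edgeR, of which 199 were higher and 460 lower in males. The coefficient for sex at the reference levels, which describes NORM-CONV sheep (1 male and 3 females), gave 109 genes with DESeq2 and 11 with edgeR. Of the 44 genes in Supplementary Table 1, 29 passed the threshold in the averaged edgeR fit, 32 passed it when adjusted over the list alone, and 38 had the sign given there. With DESeq2 at the reference levels, all 44 passed it with that sign, and the median absolute difference from the log2 fold changes in the table was 0.0011. The list was called on these libraries, so these counts show no stability. In the averaged edgeR fit, the median absolute difference from the printed log2 fold changes was 1.26. For this list, the printed values therefore go with the reference levels and argue against averages. The same comparison by gene was not made for the paper's lists in PER. FGF1 (ENSOARG00000001851) had 1.73 ± 1.73 log2 cpm (SD, n = 14) in males and 5.42 ± 0.82 (SD, n = 17) in females, a log2 fold change of -3.53 (standard error 0.34, adjusted p = 1.60e-07 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between -3.75 and -3.40. The NORM-HCHF male with 842103 counts had 0 reads of FGF1, and its level of -3.08 is a floor that lowers the mean and widens the SD of the males. CITED1 (ENSOARG00000017769) had 2.07 ± 1.04 log2 cpm (SD, n = 14) in males and -0.89 ± 1.15 (SD, n = 17) in females, a log2 fold change of 3.46 (standard error 0.35, adjusted p = 3.15e-08, edgeR). The level of CITED1 in females rests on 0 to 9 reads per library. SLITRK5 (ENSOARG00000000522) had a log2 fold change of 1.88 (standard error 0.33, adjusted p = 0.000605, edgeR). In the HIGH-CONV group, 1 of the 2 males lay apart from the other 4 sheep in both CITED1 and SLITRK5. ERICH4 (ENSOARG00000007230) was higher in males by 2.46 on the log2 scale (standard error 0.26, adjusted p = 1.30e-06, edgeR), and SLC2A12 (ENSOARG00000014685) had a log2 fold change of -1.90 (standard error 0.27, adjusted p = 6.32e-05, edgeR).

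**Figure D2:**
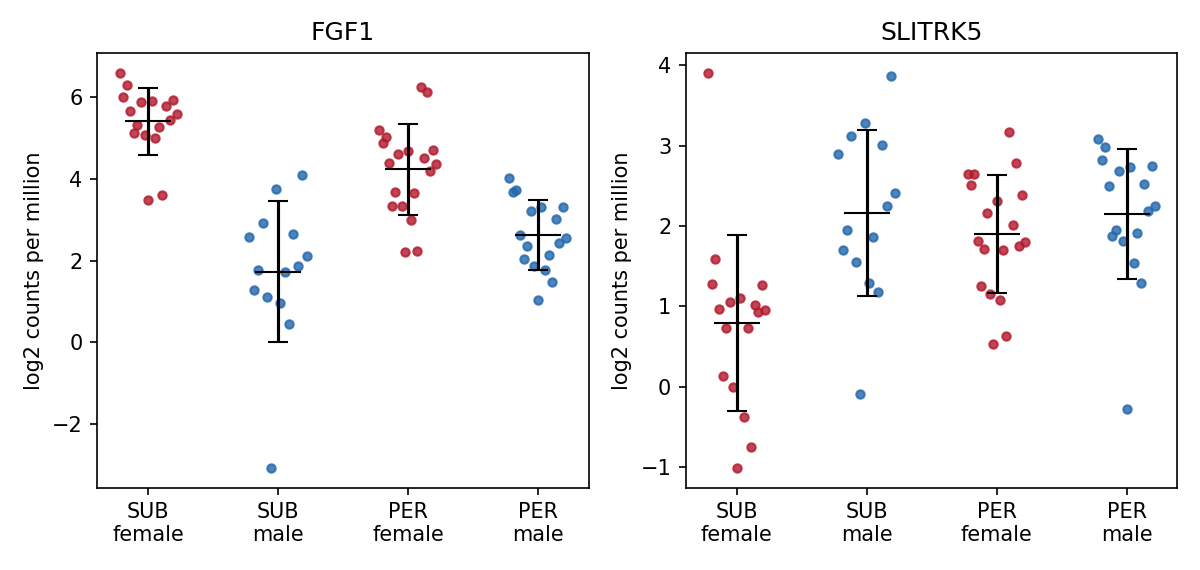
Log2 cpm of FGF1 (left) and SLITRK5 (right) in each library, by tissue and sex, with the mean and SD as bars. In SUB, the mean of FGF1 is 5.42 in females and 1.73 in males, and that of SLITRK5 is 0.79 in females and 2.16 in males. The lowest male for FGF1 in SUB had 0 reads and lies at the floor.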

**Table 1:** The number of up- and downregulated DEGs for different group comparison

No.	Pairwise contrast	Total DEGs	Upregulated	Downregulated
1	LOW vs HIGH	993	18	975
2	LOW vs NORM	186	179	7
3	Prenatal nutrition x sex (PreNxsex)	873	171	702
4	LOW-HCHF vs NORM-CONV	101	1	100
5	HIGH-HCHF vs NORM-CONV	192	12	180
6	HCHF vs CONV	831	595	236

**Fig. 1:**
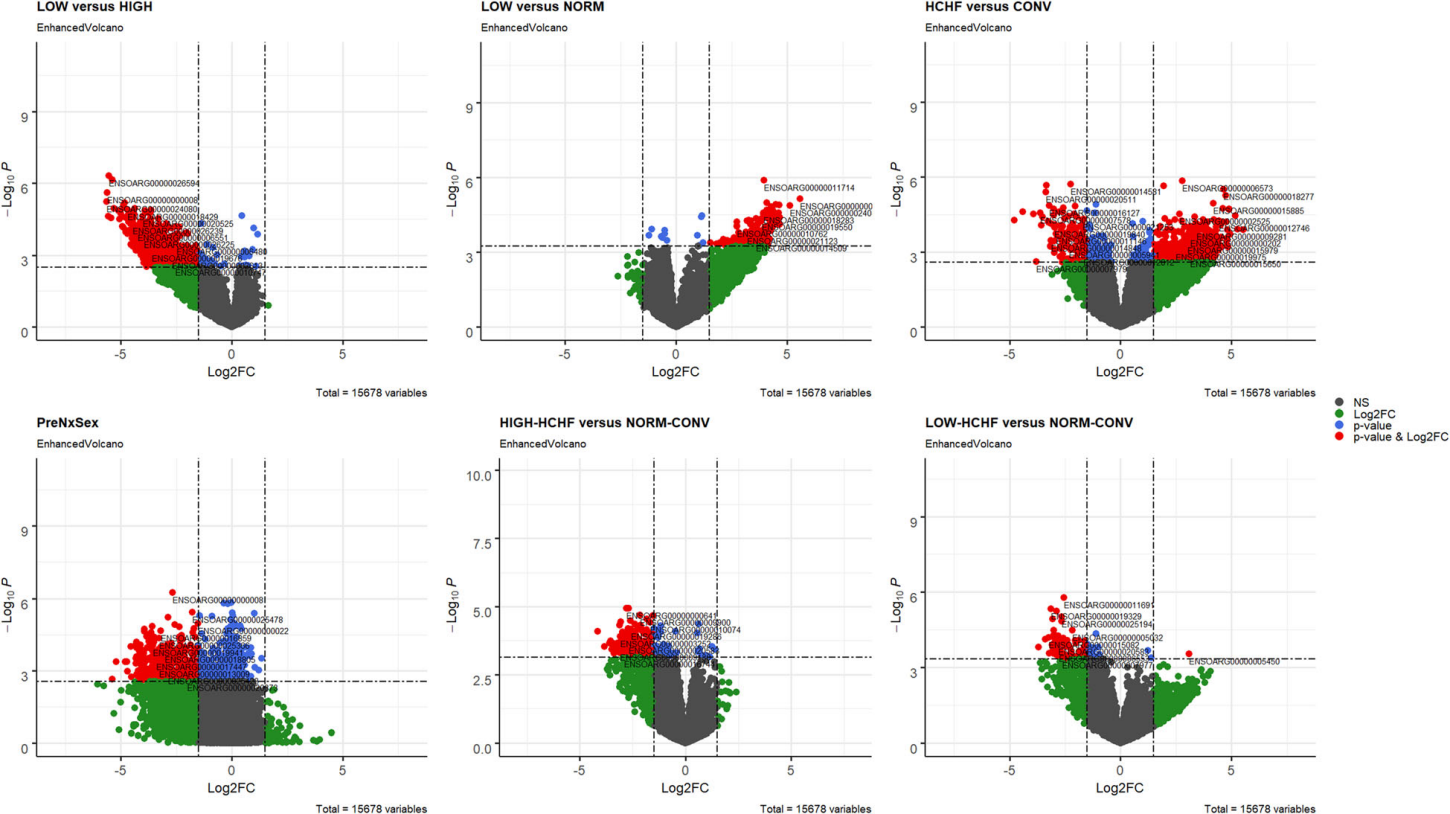
Volcano plots depicting the log2 Fold changes for gene expression levels between different groups. Sheep with different pre- (NORM, LOW, HIGH) and postnatal (CONV, HCHF) nutrition histories. **a** LOW vs HIGH, **b** LOW vs NORM, **c** interaction effect of prenatal nutrition and sex (PreNxsex), **d** LOW-HCHF vs NORM-CONV, **e** HIGH-HCHF vs NORM-CONV, and **f** HCHF vs CONV. Red and green dots indicate genes up- or downregulated with more or less than 1.50 or − 1.50 fold change, respectively, with padj < 0.05. Genes with black dots were not significantly differentially expressed. The blue dots represent the padj < 0.05

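The comparison of LOW with HIGH in PER rested on 15 LOW sheep (8 males and 7 females) and 11 HIGH sheep (5 males and 6 females). Averaged over sex and postnatal diet, 0 genes passed the threshold in edgeR's test, with a smallest adjusted p-value of 0.660. At an unadjusted p under 0.05, 709 genes were higher and 682 lower in LOW sheep. The number of DEGs was 0 in each of the 36 fits that left out 1 library. DESeq2 with the averaged contrast gave 5 DEGs, 3 higher and 2 lower in LOW. At an unadjusted p under 0.05 it had 2184 genes higher and 549 lower in LOW, so that the balance of directions depended on the test. At the reference levels, DESeq2 gave 3257 DEGs higher and 51 lower in LOW, and edgeR gave 0. The number from DESeq2 fell to 0 without the LOW-CONV female with the fewest counts in PER, and also without 1 of the HIGH-CONV females. Over the DEGs higher in LOW, the mean level was 3.96 log2 cpm in this LOW-CONV female, at most 1.79 in the other LOW-CONV females and at most 0.16 in the HIGH-CONV females. ENSOARG00000026594, a gene labelled in Fig. 1A, had 0.93 ± 2.06 log2 cpm (SD, n = 15) in LOW and -0.73 ± 1.15 (SD, n = 11) in HIGH sheep, a log2 fold change of 2.09 (standard error 0.66, adjusted p = 0.670, edgeR). Its log2 fold change at the reference levels was 5.55 (standard error 1.12, adjusted p = 0.00984, DESeq2).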

In PER, 993 DEGs were identified in LOW sheep compared to HIGH, of which 975 and 18 genes were down- and upregulated, respectively. 

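Among the genes lower in LOW than in HIGH at an unadjusted p under 0.05 in the averaged edgeR fit, the log2 fold change ranged from -1.45 to -0.21, with a median of -0.42 (median standard error 0.18). Those higher in LOW had log2 fold changes from 0.20 to 4.64, with a median of 1.14 (median standard error 0.47). The DEGs from DESeq2 at the reference levels had log2 fold changes from -1.17 to -0.23 where lower in LOW and from 0.34 to 8.48 where higher, and 1210 of the latter lay between 4 and 5.5.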

Of the known downregulated DEGs, 87 had a fold change (FC) between − 4.00 and − 5.50, whereas the FC for the upregulated DEGs was ranging from 0.10 to 0.30. In LOW vs NORM sheep, 179 upregulated and 7 downregulated DEGs were identified, of which (for the known upregulated DEGs) 25 had an FC > 4.00. 

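For LOW vs NORM in PER, with 15 against 10 sheep, the averaged edgeR fit gave 0 DEGs, with 189 genes higher and 434 lower in LOW at an unadjusted p under 0.05. Leaving out each library in turn gave at most 1 DEG. At the reference levels, DESeq2 gave 1702 DEGs higher and 108 lower in LOW, and 762 of the higher ones had a log2 fold change above 4. The total was 0 when any 1 of 3 libraries was left out, those of 2 NORM-CONV females and of the LOW-CONV female with the fewest counts, and 5543 without the NORM-HCHF female with the fewest counts.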

The likelihood ratio test for the interaction between prenatal nutrition and sex revealed 869 out of 873 DEGs were downregulated. 

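Tested with edgeR on both interaction coefficients, PreNxsex had 0 genes past the threshold and 4570 at an unadjusted p under 0.05, with a smallest adjusted p-value of 0.158. The likelihood ratio test of DESeq2 gave 2507 DEGs, of which 487 had a positive and 2020 a negative coefficient for LOW males. With limma-voom and sample quality weights there were 3784, of which 1541 had a positive and 2243 a negative coefficient. In edgeR, the fits that each left out 1 library gave 0 to 1914 DEGs, the most without the NORM-HCHF female with the fewest counts. Of the 7 genes that Table 3 lists for PreNxsex by their identifiers, all 7 had an unadjusted p under 0.05 in edgeR and a positive coefficient for LOW males, and all passed the threshold when adjusted over the list alone. DESeq2 called all 7 among all genes tested. The 7 genes were listed because they were called for this interaction on these libraries, so that this is no independent test of them. ENSOARG00000011629 had the smallest unadjusted p of the 7 in edgeR, 0.000115, with a coefficient of 1.27 on the log2 scale.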

There were no DEG identified between HIGH and NORM.

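The averaged edgeR comparison of 11 HIGH and 10 NORM sheep in PER had 0 genes past the threshold and 720 at an unadjusted p under 0.05. DESeq2 gave 2 DEGs with the averaged contrast, both lower in HIGH, and 0 at the reference levels. Across the edgeR fits without 1 library, the number was 0 to 3.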

DEG analysis was also done between six combinations of pre- and postnatal nutrition, namely NORM-CONV, NORM-HCHF, LOW-CONV, LOW-HCHF, HIGH-CONV, and HIGH-HCHF. Among them, a total of 101 and 192 genes showed significant (padj < 0.05) differential expression between LOW-HCHF vs NORM-CONV and between HIGH-HCHF vs NORM-CONV, respectively. 

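LOW-HCHF vs NORM-CONV in PER (6 sheep each) gave 0 DEGs in edgeR averaged over sex, with 764 genes higher and 1143 lower in LOW-HCHF at an unadjusted p under 0.05. HIGH-HCHF vs NORM-CONV (6 sheep each) gave 0 DEGs, with 359 genes higher and 868 lower in HIGH-HCHF at an unadjusted p under 0.05. The reference-level contrasts, which describe females, gave 14 and 426 DEGs, respectively, with DESeq2. With edgeR they gave 0 and 48. Without 1 of the NORM-CONV females, the number from DESeq2 was 0 for both pairs of groups, and for HIGH-HCHF vs NORM-CONV it was also 0 without 1 of the HIGH-HCHF females. Leaving out other libraries raised it. For LOW-HCHF vs NORM-CONV it was 2203 without 1 of the HIGH-HCHF males. For HIGH-HCHF vs NORM-CONV it was 1003 without another of the NORM-CONV females.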

No DEGs were identified for the other group comparisons. 

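The other 13 comparisons of diet combinations in PER had 0 DEGs in the averaged edgeR fit and 14404 genes at an unadjusted p under 0.05, a gene being counted once for each comparison. Counted in the same way, DESeq2 gave 194 DEGs with averaged contrasts and 19172 at the reference levels. At the reference levels, some of these comparisons repeat contrasts reported separately. NORM-HCHF vs NORM-CONV is the same as HCHF vs CONV, LOW-CONV vs NORM-CONV as LOW vs NORM, and HIGH-CONV vs LOW-CONV is LOW vs HIGH reversed. Their DEGs are counted again in this total.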

In particular, 100 out of 101 and 180 out of 192 genes were downregulated in LOW-HCHF and HIGH-HCHF compared to NORM-CONV, respectively. 

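At the reference levels with DESeq2, 368 DEGs were lower and 58 higher in HIGH-HCHF than in NORM-CONV females, and edgeR gave 46 lower and 2 higher. For LOW-HCHF vs NORM-CONV, DESeq2 gave 3 DEGs lower and 11 higher in LOW-HCHF, and with independent filtering at 0.05, chosen after seeing the values, 158 lower and 11 higher.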

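In the averaged edgeR fit, the genes lower than in NORM-CONV at an unadjusted p under 0.05 had log2 fold changes from -3.30 to -0.32 in LOW-HCHF (median -0.78, median standard error 0.31) and from -5.52 to -0.31 in HIGH-HCHF (median -1.0, median standard error 0.40). Of these, 1 gene for LOW-HCHF and 8 for HIGH-HCHF had a log2 fold change under -3. Among the DEGs from DESeq2 at the reference levels, 0 genes for LOW-HCHF and 22 for HIGH-HCHF did.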

Of the known downregulated DEGs in LOW-HCHF vs NORM-CONV, 9 had an FC < -3.00, and for HIGH-HCHF vs NORM-CONV, 14 had an FC < -3.00.

For the independent effect of early postnatal nutrition, 831 DEGs were identified with 595 upregulated and 236 downregulated in HCHF compared to CONV sheep. 

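HCHF vs CONV in PER compared 16 HCHF sheep (9 males and 7 females) with 20 CONV sheep (8 males and 12 females). Averaged over sex and prenatal nutrition, edgeR's test gave 0 DEGs with a smallest adjusted p-value of 0.241. At an unadjusted p under 0.05, 778 genes were higher and 1041 lower in HCHF. DESeq2 gave 27 DEGs with the averaged contrast, 5 higher and 22 lower. The coefficient at the reference levels describes 2 NORM-HCHF and 4 NORM-CONV females. For it, DESeq2 gave 1611 DEGs higher and 318 lower in HCHF, and edgeR gave 0. Over the DEGs higher in HCHF, the mean level was 4.18 log2 cpm in the NORM-HCHF female with the fewest counts and -0.03 in the other, and the NORM-CONV females ranged from -1.11 to -0.002. The paper states that nutrition in late gestation and early postnatal life modulated gene expression in PER and not in SUB, and that the modulation by postnatal nutrition was still present after a period on the same diet.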

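With DESeq2 at the reference levels, 640 of the DEGs higher in HCHF had a log2 fold change between 4 and 5.5, and 17 of the lower ones had one between -5 and -3. In the averaged edgeR fit, 0 genes at an unadjusted p under 0.05 lay in these ranges. Those higher in HCHF ranged from 0.20 to 3.95 (median 0.75, median standard error 0.31) and those lower from -2.89 to -0.17 (median -0.51, median standard error 0.20). DESeq2 with the averaged contrast also had 0 genes at an unadjusted p under 0.05 in either range, with extremes of 3.58 and -2.81. The fold changes that the paper reports in both ranges therefore argue against averages for HCHF vs CONV.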

Of the known upregulated DEGs, 50 had a FC between 4.00 and 5.50, whereas for downregulated DEGs, 13 had a FC between − 3.00 to − 5.00. The list of the top 20 known up- and downregulated DEGs for all the group comparison, ranked by log2 Fold Change (log2FC), are shown in Table 2.

**Table 2:** The top 10 known up- and downregulated DEGs for the six (A-F) group comparisons

Gene symbol	Log2FC	*P*-value	padj	Encoded protein	Expression
A) LOW vs HIGH					
*DSCAM*	−5.460	2.84E-05	0.015	Down Syndrome Cell Adhesion Molecule	down
*C10orf71*	−5.395	7.26E-07	0.006	Chromosome 10 Open Reading Frame 71	down
*TMEM63C*	−5.120	1.42E-05	0.015	Transmembrane Protein 63C	down
*FAM221A*	−4.924	6.54E-05	0.015	Family With Sequence Similarity 221 Member A	down
*ADAM7*	−4.889	1.08E-05	0.0149	ADAM Metallopeptidase Domain 7	down
*STRC*	−4.876	7.30E-05	0.016	Stereocilin	down
*TKTL1*	−4.824	6.83E-06	0.015	Transketolase Like 1	down
*CYP24A1*	−4.770	0.0001	0.0167	Cytochrome P450 Family 24 Subfamily A Member 1	down
*MYT1*	−4.708	0.0001	0.017	Myelin Transcription Factor 1	down
*ARHGEF5*	−4.703	1.30E-05	0.015	Rho Guanine Nucleotide Exchange Factor 5	down
*ETFRF1*	0.997	7.44E-05	0.015	Electron Transfer Flavoprotein Regulatory Factor 1	up
*H1–0*	0.947	0.0006	0.023	H1.0 Linker Histone	up
*CHCHD1*	0.790	0.001	0.028	Coiled-Coil-Helix-Coiled-Coil-Helix Domain Containing 1	up
*PECR*	0.689	0.003	0.048	Peroxisomal Trans-2-Enoyl-CoA Reductase	up
*FBXO6*	0.685	0.001	0.027	F-Box Protein 6	up
*ARL2*	0.642	0.003	0.044	ADP Ribosylation Factor Like GTPase 2	up
*MRPL20*	0.625	0.0007	0.024	Mitochondrial Ribosomal Protein L20	up
*WARS1*	0.576	0.001	0.030	Tryptophanyl-TRNA Synthetase 1	up
*PSMB9*	0.574	0.0007	0.023	Proteasome 20S Subunit Beta 9	up
*SNAPIN*	0.560	0.003	0.046	SNAP Associated Protein	up
B) LOW vs NORM					
*CADM1*	−1.234	0.0002	0.041	Cell Adhesion Molecule 1	down
*CXCR4*	−1.097	0.0001	0.036	C-X-C Motif Chemokine Receptor 4	down
*VRK2*	−0.678	0.0002	0.042	VRK Serine/Threonine Kinase 2	down
*GXYLT1*	−0.617	0.0003	0.043	Glucoside Xylosyltransferase 1	down
*SELENOI*	−0.519	0.0002	0.039	Selenoprotein I	down
*TRMT13*	−0.511	0.0001	0.036	TRNA Methyltransferase 13 Homolog	down
*PIKFYVE*	−0.419	0.0004	0.043	Phosphoinositide Kinase, FYVE-Type Zinc Finger Containing	down
*FSIP2*	4.677	4.09E-05	0.026	Fibrous Sheath Interacting Protein 2	up
*XDH*	4.661	7.57E-05	0.030	Xanthine Dehydrogenase	up
*IQCH*	4.631	1.33E-05	0.026	IQ Motif Containing H	up
*DCST1*	4.630	8.15E-05	0.031	DC-STAMP Domain Containing 1	up
*LIPN*	4.557	3.09E-05	0.026	Lipase Family Member N	up
*CSMD3*	4.452	6.03E-05	0.027	CUB And Sushi Multiple Domains 3	up
*ABCA12*	4.450	4.66E-05	0.026	ATP Binding Cassette Subfamily A Member 12	up
RN*F17*	4.409	3.85E-05	0.026	Ring Finger Protein 17	up
*ANO4*	4.370	9.46E-05	0.032	Anoctamin 4	up
*CPN1*	4.323	3.01E-05	0.026	Carboxypeptidase N Subunit 1	up
C) PreNxsex					
*TEX11*	−5.219	0.0004	0.023	Testis Expressed 11	down
*FAT2*	−4.728	0.0004	0.023	FAT Atypical Cadherin 2	down
*FSIP2*	−4.695	0.001	0.034	Fibrous Sheath Interacting Protein 2	down
*CCDC180*	−4.534	0.002	0.042	Coiled-Coil Domain Containing 180	down
*ROBO3*	−4.324	0.0005	0.024	Roundabout Guidance Receptor 3	down
*LIPN*	−4.319	8.00E-05	0.018	Lipase Family Member N	down
*ABCA12*	−4.286	0.0001	0.018	ATP Binding Cassette Subfamily A Member 12	down
*CNTNAP5*	−4.220	0.002	0.042	Contactin Associated Protein Family Member 5	down
*CSMD3*	−4.194	0.0001	0.018	CUB And Sushi Multiple Domains 3	down
*SLC26A5*	−4.157	0.0001	0.018	Solute Carrier Family 26 Member 5	down
*ANKS4B*	1.046	0.0007	0.029	Ankyrin Repeat And Sterile Alpha Motif Domain Containing 4B	up
*EPHA2*	0.880	0.0002	0.019	EPH Receptor A2	up
*PTMA*	0.820	0.0002	0.020	Prothymosin Alpha	up
*BTBD19*	0.767	0.0002	0.019	BTB Domain Containing 19	up
*EGR2*	0.660	0.001	0.036	Early Growth Response 2	up
*FBRS*	0.630	0.0001	0.018	FAU Ubiquitin Like And Ribosomal Protein S30 Fusion	up
*MAPK8IP3*	0.588	0.0006	0.026	Mitogen-Activated Protein Kinase 8 Interacting Protein 3	up
*PLEKHG2*	0.568	0.001	0.036	Pleckstrin Homology And RhoGEF Domain Containing G2	up
*SYNDIG1L*	0.567	0.0003	0.021	Synapse Differentiation Inducing 1 Like	up
*ARSL*	0.560	0.0003	0.022	Arylsulfatase L	up
D) LOW-HCHF vs NORM-CONV					
*LIPA*	−3.246	6.49E-05	0.040	Lipase A, Lysosomal Acid Type	down
*FN1*	−3.124	4.58E-06	0.021	Fibronectin 1	down
*ITGB2*	−3.094	0.0001	0.040	Integrin Subunit Beta 2	down
*LGALS3*	−3.054	1.21E-05	0.031	Galectin 3	down
*MSR1*	−3.035	0.0002	0.041	Macrophage Scavenger Receptor 1	down
*MS4A8*	− 3.025	0.0002	0.041	Membrane Spanning 4-Domains A8	down
*LCP1*	− 3.029	5.66E-05	0.040	Lymphocyte Cytosolic Protein 1	down
*CAPG*	−3.020	0.0002	0.044	Capping Actin Protein, Gelsolin Like	down
*CTSZ*	−3.011	3.40E-05	0.040	Cathepsin Z	down
*C5AR1*	−2.985	0.0002	0.040	Complement C5a Receptor 1	down
*FIBIN*	1.384	0.0004	0.048	Fin Bud Initiation Factor Homolog	up
E) HIGH-HCHF vs NORM-CONV					
*ACHE*	−4.150	8.08E-05	0.033	Acetylcholinesterase (Cartwright Blood Group)	down
*ST14*	−3.840	0.0003	0.038	ST14 Transmembrane Serine Protease Matriptase	down
*PADI2*	−3.548	0.0002	0.036	Peptidyl Arginine Deiminase 2	down
*CRLF2*	−3.385	0.0005	0.044	Cytokine Receptor Like Factor 2	down
*HTRA4*	−3.358	0.0002	0.036	HtrA Serine Peptidase 4	down
*CD300E*	−3.210	0.0004	0.040	CD300e Molecule	down
*S100A5*	−3.211	0.0004	0.041	S100 Calcium Binding Protein A5	down
*NLRP1*	−3.117	4.80E-05	0.033	NLR Family Pyrin Domain Containing 1	down
*HK*3	−3.100	0.0001	0.033	Hexokinase 3	down
*ITGAX*	−3.084	0.0004	0.040	Integrin Subunit Alpha X	down
*FIBIN*	1.380	0.0004	0.040	Fin Bud Initiation Factor Homolog	up
*HMCN1*	1.269	0.0003	0.038	Hemicentin 1	up
*ETNPPL*	0.990	0.0006	0.047	Ethanolamine-Phosphate Phospho-Lyase	up
*ARHGAP20*	0.837	0.0006	0.047	Rho GTPase Activating Protein 20	up
*DHRS12*	0.780	0.0006	0.047	Dehydrogenase/Reductase 12	up
*LYRM1*	0.740	0.0006	0.047	LYR Motif Containing 1	up
*TRIM13*	0.593	0.0004	0.041	Tripartite Motif Containing 13	up
*DNAL1*	0.589	0.0005	0.042	Dynein Axonemal Light Chain 1	up
*PDRG1*	0.564	9.18E-05	0.033	P53 And DNA Damage Regulated 1	up
F) HCHF vs CONV					
*SPP1*	−4.788	5.45E-05	0.021	Secreted Phosphoprotein 1	down
*GPNMB*	−4.412	2.55E-05	0.019	Glycoprotein Nmb	down
*TREM2*	−3.924	3.08E-05	0.019	Triggering Receptor Expressed On Myeloid Cells 2	down
*SCIN*	− 3.612	2.75E-05	0.019	Scinderin	down
*LIPA*	−3.528	3.99E-05	0.020	Lipase A, Lysosomal Acid Type	down
*CAPG*	−3.374	4.07E-06	0.010	Capping Actin Protein, Gelsolin Like	down
*S100A4*	−3.350	2.19E-06	0.009	100 Calcium Binding Protein A4	down
*TYROBP*	−3.248	6.54E-05	0.021	Transmembrane Immune Signaling Adaptor TYROBP	down
*CTSZ*	−3.211	1.38E-05	0.019	Cathepsin Z	down
*MMP9*	−3.170	0.0006	0.034	Matrix Metallopeptidase 9	down
*LIPN*	5.163	3.63E-05	0.020	Lipase Family Member N	up
*DCST1*	4.950	0.0002	0.027	DC-STAMP Domain Containing 1	up
*TE*X11	4.896	1.88E-05	0.019	Testis Expressed 11	up
*ABCB5*	4.823	0.0003	0.028	ATP Binding Cassette Subfamily B Member 5	up
*CCDC148*	4.808	0.0001	0.023	Coiled-Coil Domain Containing 148	up
*FSIP2*	4.802	0.0003	0.028	Fibrous Sheath Interacting Protein 2	up
*C6orf58*	4.796	0.0004	0.030	Chromosome 6 Open Reading Frame 58	up
*MORC1*	4.780	0.0006	0.033	MORC Family CW-Type Zinc Finger 1	up
*DKK1*	4.776	6.43E-05	0.021	Dickkopf WNT Signaling Pathway Inhibitor 1	up
*CD28*	4.642	3.12E-06	0.010	CD28 Molecule	up

### Hub genes, top significant modules, and their respective enrichment identification via protein-protein interaction (PPI) network analyses of DEGs

The Cytoscape StringApp was used to visualize the long lists of DEG network. The DEG networks for all group comparison are shown in Additional file 2: Supplemetary Figure 1A-F. The top 10 DEGs evaluated in the PPI network according to four different centrality criteria (Degree, EcCentrity, EPC, and MNC) are shown in Table 3, and DEGs that topped the lists according to all four criteria were considered to be hub genes. Hence, a total of six hub genes for the LOW vs HIGH comparison, two hub genes for LOW vs NORM, eight hub genes for LOW-HCHF vs NORM-CONV, nine hub genes for HIGH-HCHF vs NORM-CONV, and one hub gene for HCHF vs CONV, were identified as shown in Fig. 2. Among all of the pairwise group comparison, no hub gene was identifed for the PreNxsex. The hubgenes identified for LOW vs HIGH were Aurora Kinase A (*AURKA*), Exonuclease 1 (*EXO1*), Maternal Embryonic Leucine Zipper Kinase (*MELK*) and PDZ Binding Kinase (PDK), NDC80 Kinetochore Complex Component (*NDC80* and *TTK Protein Kinase* (*TTK*). Those for LOW vs NORM were Coiled-Coil Domain Containing 39 (*CCDC39*) and Transkelotase Like 1 (*TKTL1*). The Complement C1q Chain (*C1QA*), Complement C1q B Chain (*C1QB*), Colony Stimulating Factor 1 Receptor (*CSF1R*), Cathepsin S (*CTSS*), Integrin Subunit Beta 2 (*ITGB2*) and Lysosomal Protein Transmembrane 5 (*LAPTM5*) were hub genes both for LOW-HCHF and HIGH-HCHF vs NORM-CONV group. Moreover, the Complement C5a Receptor 1 (*C5AR1*) and Protein Tyrosine Phosphatase Non-Receptor Type 6 (*PTPN6*) were hub genes for LOW-HCHF vs NORM-CONV, wheares Complement C1q C Chain (*C1QC*), Spi- Proto-Oncogene (*SP11*) and Transmembrane Immune Signaling Adaptor TYROBP (*TYROBP*) were hub genes for HIGH-HCHF vs NORM-CONV. The Matrix Metallopeptidase 9 (*MMP9*) was the only hub gene for HCHF vs CONV.

**Table 3:** The list of top 10 genes identified for six (A-F) group comparisons

Gene	Degree	Gene	EcCentricity	Gene	EPC	Gene	MNC
A) LOW vs HIGH							
***TTK***	15	***MELK***	0.009771	***TTK***	11.523	***TTK***	14
*AURKB*	14	***PBK***	0.009771	*MLPH*	11.41	*AURKB*	13
***NDC80***	13	*ESCO2*	0.009771	***NDC80***	11.369	***NDC80***	13
***AURKA***	13	***NDC80***	0.009771	***AURKA***	11.362	***AURKA***	13
*KIF2C*	12	***AURKA***	0.009771	*KIF2C*	11.282	*KIF2C*	12
***MELK***	11	***EXO1***	0.009771	***PBK***	11.094	***MELK***	11
***PBK***	11	*POLE*	0.009771	***MELK***	10.921	***PBK***	11
***EXO1***	10	***TTK***	0.009771	*CENPN*	10.474	*CENPN*	9
*CCDC39*	9	*CLSPN*	0.009771	*ASF1B*	9.639	***EXO1***	8
*CENPN*	9	*CCDC39*	0.007892	***EXO1***	9.508	*ASF1B*	7
B) LOW vs NORM							
***CCDC39***	**3**	***CCDC39***	0.024242	***CCDC39***	2.394	*NIPAL4*	1
***TKTL1***	2	***TKTL1***	0.018182	*RIMS2*	1.932	*RPH3A*	1
*RIMS2*	2	*RIMS2*	0.018182	***TKTL1***	1.923	***CCDC39***	1
*NIPAL4*	1	*NIPAL4*	0.012121	*HYDIN*	1.912	*HKDC1*	1
*RPH3A*	1	*RPH3A*	0.012121	*DNAH11*	1.899	*TTN*	1
*HKDC1*	1	*TTN*	0.012121	*ARMC4*	1.869	*HHIP*	1
*TTN*	1	*HHIP*	0.012121	*CNTNAP5*	1.696	*CNTNAP5*	1
*HHIP*	1	*ROBO3*	0.012121	*PCLO*	1.68	*ROBO3*	1
*CNTNAP5*	1	*USH2A*	0.012121	*TEX11*	1.679	*USH2A*	1
*ROBO3*	1	*ARMC4*	0.012121	*HKDC1*	1.666	***TKTL1***	1
C) CPreNxsex							
*WDFY1*	27	*BTAF1*	0.016998	*CDC5L*	38.608	*ENSOARG00000019688*	10
*ENSOARG00000019688*	11	*CDC5L*	0.014873	*ENSOARG00000010203*	35.73	*RSL24D1*	10
*NMD3*	10	*GTF2B*	0.014873	*RSL24D1*	34.388	*ENSOARG00000008494*	9
*PRKACB*	10	*CDKN2AIPNL*	0.013221	*ENSOARG00000019688*	34.338	*SRP54*	9
*SRP54*	10	*ENSOARG00000010203*	0.013221	*SRP54*	34.311	*ENSOARG00000001638*	9
*ENSOARG00000008494*	9	*TMPO*	0.013221	*ENSOARG00000008494*	34.285	*ENSOARG00000011629*	9
*ENSOARG00000001638*	9	*PRPF39*	0.013221	*ENSOARG00000016333*	34.274	*ENSOARG00000006781*	9
*ENSOARG00000011629*	9	*HNRNPC*	0.013221	*RPL37*	34.25	*LOC780467*	9
*ENSOARG00000006781*	9	*TCEA1*	0.013221	*ENSOARG00000001638*	34.249	*ENSOARG00000016333*	9
*LOC780467*	9	*MSH6*	0.013221	*LOC780467*	34.226	*RPL37*	8
D) LOW-HCHF vs NORM-CONV							
***ITGB2***	**11**	*CTSS*	0.062706	***ITGB2***	8.034	***ITGB2***	10
***CTSS***	9	***PTPN6***	0.062706	***C1QB***	7.933	***CTSS***	9
***C1QB***	9	***CSF1R***	0.062706	***CTSS***	7.817	***CSF1R***	8
***CSF1R***	8	***ITGB2***	0.062706	***CSF1R***	7.756	***C1QB***	8
*TYROBP*	8	***C5AR1***	0.04703	*TYROBP*	7.662	*SPI1*	8
*SPI1*	8	***C1QA***	0.04703	*SPI1*	7.568	***C1QA***	7
***C1QA***	7	*CYBB*	0.04703	***C1QA***	7.427	*TYROBP*	7
***LAPTM5***	7	***LAPTM5***	0.04703	***LAPTM5***	7.275	***LAPTM5***	6
***PTPN6***	4	*FN1*	0.04703	***PTPN6***	5.573	***C5AR1***	3
***C5AR1***	3	***C1QB***	0.04703	***C5AR1***	5.306	***PTPN6***	3
E) HIGH-HCHF vs NORM-CONV							
***ITGB2***	17	*C1QA*	0.038743	***ITGB2***	13.878	***ITGB2***	13
***TYROBP***	12	***LAPTM5***	0.038743	***C1QB***	13.461	***CTSS***	10
***CTSS***	11	***CTSS***	0.038743	***TYROBP***	13.449	***C1QB***	10
***C1QB***	10	***CSF1R***	0.038743	***CTSS***	13.19	***CSF1R***	9
***CSF1R***	9	***C1QC***	0.038743	***CSF1R***	13.163	***TYROBP***	9
***SPI1***	9	***C1QB***	0.038743	***C1QA***	12.963	***SPI1***	9
***C1QA***	8	***ITGB2***	0.038743	***SPI1***	12.862	***C1QA***	8
***LAPTM5***	8	*FCER1G*	0.038743	***C1QC***	12.328	***C1QC***	7
***C1QC***	7	***TYROBP***	*0.03874*	***LAPTM5***	*11.808*	***LAPTM5***	*6*
*PTPN6*	5	***SPI1***	*0.03874*	*PTPN6*	*9.368*	*C5AR1*	*3*
F) HCHF vs CONV							
*TYROBP*	10	***MMP9***	0.010243	*TYROB*	13.307	*ATP6V1B2*	6
*CXCR4*	8	*CD44*	0.010243	*ITGB*	12.993	*ATP6AP2*	5
*ATP6V1B*	6	*CXCR4*	0.008536	*CTS*	12.632	*ATP6V1C1*	5
*PTPN*	6	*TGFB1*	0.008536	*PTPN6*	12.551	*TCIRG1*	5
*CCDC39*	6	*CD28*	0.008536	*CXCR*	12.201	*ATP6V1E1*	5
*PKM*	6	*CYBB*	0.008536	***MMP9***	12.1	*ATP6V1A*	4
***MMP9***	6	*ALCAM*	0.008536	*LAPTM5*	11.938	*CTSS*	4
*ITGB2*	6	*ENSOARG0000000780*	0.008536	*CD44*	11.692	***MMP9***	4
*TCIRG1*	6	*SPP1*	0.008536	*ZAP70*	11.335	*ITGB2*	4
*ATP6V1A*	5	*ACTN2*	0.007682	*CYBB*	10.239	*ENTPD5*	3

The top 10 genes were identified according to four different criteria (Degree, EcCentricity, EPC and MNC) through the protein-protein interaction (PPI). Significant hub genes are highlighted in bold

**Fig. 2:**
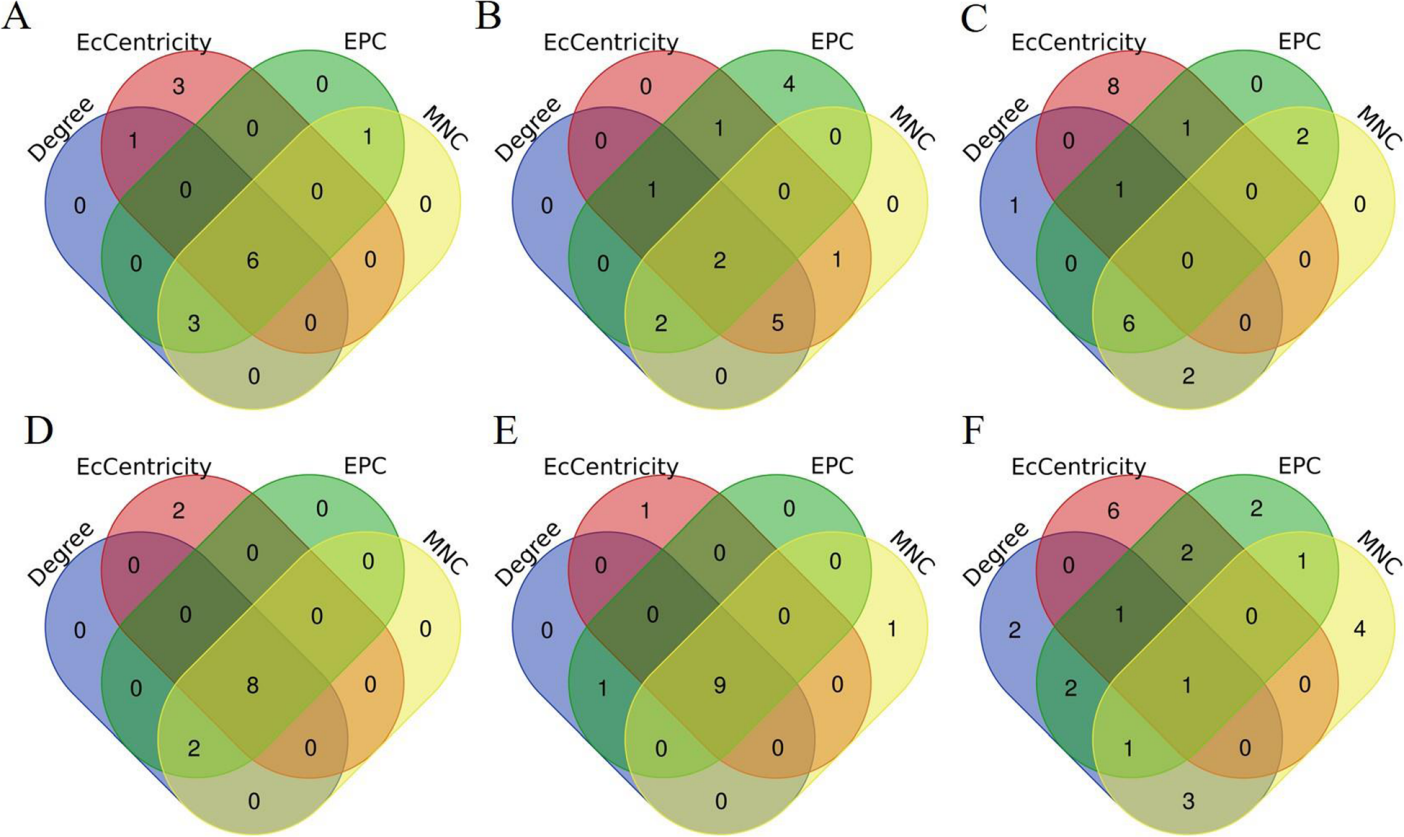
Venn diagram showing the number of top 10 ranked genes and hub genes. The hub genes were identified (genes overlapped in the four centrality methods) in the following comparisons: **a** LOW vs HIGH, **b** LOW vs NORM, **c** interaction between prenatal nutrition and sex (PreNxsex), **d** LOW-HCHF vs NORM-CONV, **e** HIGH-HCHF vs NORM-CONV, and **f** HCHF vs CONV. For the selection of hub genes, the PPI networks were first constructed using the DEGs with a high-confidence score < 0.70, followed by selection of top 10 ranked DEGs based on four centrality methods: Degree, EcCentrity, EPC, and MNC performed in the CytoHubba application (Cytoscape-plug in). Finally, genes that fell within all of these four criteria were considered as hub genes

Besides the selection of hub genes, we also identifed the top signifcant modules (sub-cluster) through the PPI networks analysis, of which modules having more than 6 nodes (genes) were selected. Two top modules were identified from the PPI network of the DEGs for LOW vs HIGH: module 1 with MCODE score = 9.40 with 11 nodes and 47 edges, and module 2 with MCODE score = 6.00 with 6 nodes and 15 edges. Two top significant modules were also observed for PreNxsex: module 1 with MCODE score = 9.56 with 10 nodes and 43 edges, and module 2 with MCODE score = 6.00 with 6 nodes and 15 edges. One significant module was identified for LOW-HCHF vs NORM-CONV (7 nodes and 20 edges), HIGH-HCHF vs NORM-CONV (8 nodes and 26 edges) and HCHF vs CONV (6 nodes and 14 edges) with MCODE scores of 6.67, 7.43 and 5.60, respectively, as shown in Fig. 3a-g. No significant modules were observed for LOW vs NORM.

**Fig. 3:**
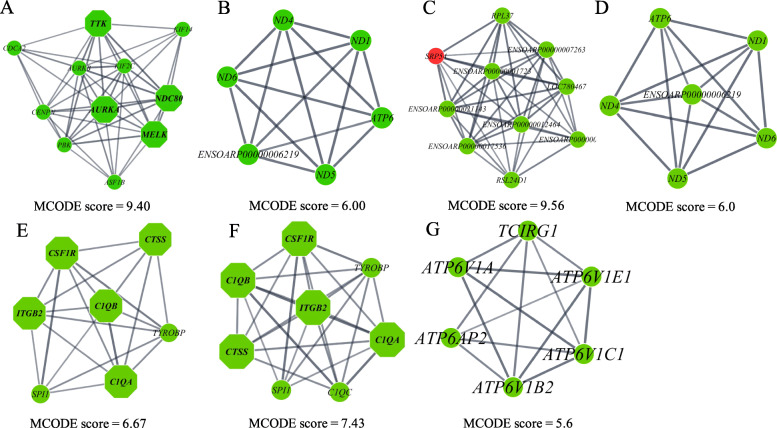
**a**-**g** The significant modules from PPI networks. **a**-**b** module 1 and module 2 for LOW vs HIGH, **c**-**d** module 1 and module 2 for interaction of prenatal nutrition and sex (PreNxsex), **e** module for LOW-HCHF vs NORM-CONV, **f** module for HIGH-HCHF vs NORM-CONV, and **g** module for HCHF vs CONV. The green and red nodes represent downregulated and upregulated genes, respectively, and the octagon nodes represent hub genes within the hub genes within the specific modules

To gain insight into the biological function of these modules, a functional enrichment analysis was performed with ClueGO. For LOW vs HIGH, module 1 was enriched in the group terms ‘attachment of mitotic spindle microtubules to kinetochore’ (74.47%), ‘mitotic sister chromatid segregation’ (21.28%), ‘mitotic nuclear division’ (2.13%) and ‘mitotic spindle organization’ (2.13%), whereas module 2 was enriched in ‘oxidoreductase activity, acting on NAD(P) H, quinone or similar compound as receptor’ (93.33%) and ‘oxidoreductase phosphorylation’ (6.67%). For the PreNxsex interaction, no functional enrichment was found for module 1, but similar to LOW vs HIGH, module 2 was enriched in ‘oxidoreductase activity, acting on NAD(P) H, quinone or similar compound as receptor’ (93.33%) and ‘oxidoreductase phosphorylation’ (6.67%). Both the LOW-HCHF and HIGH-HCHF vs NORM-CONV module was enriched in ‘myeloid leukocyte activation’ (100%). For HCHF vs CONV, the significant module was enriched in ‘collecting duct acid secretion’ (88.24%), ‘proton-transporting V-type ATPase complex’ (5.88%), and ‘proton-transporting two-sector ATPase complex’ (5.88%).

### Functional enrichment analyses of differentially expressed genes (DEGs)

#### DEGs of prenatal nutrition and prenatal x sex (PreNxsex)

The list of the most significant term of a group (leading term) for all comparison are shown in Table 4. Functional enrichment analyses revealed that GO terms, significantly enriched with genes differentially expressed between LOW vs HIGH and LOW vs NORM, were predominantly related to transmembrane (ion) transport activities, motor activities related to cytoskeletal and spermatozoa function (microtubules and the cytoskeletal motor protein, dynein), and responsiveness to the (micro) environmental extracellular conditions, including endocrine and nervous stimuli (Table 4). There were, however, specific terms, which distinguished LOW vs HIGH and not LOW vs NORM and vice versa. Thus, the term ‘positive regulation of vascular endothelial growth’ was enriched with DEGs between LOW vs HIGH, whereas the terms ‘homophilic adhesion via plasma molecules (cellular adhesion)’ and ‘lipid transporter activity’ were enriched with DEGs between LOW vs NORM.

**Table 4:** Significantly enriched biological functions of the DEGs

Group contrast	Ontology source	Biological function	Terms per group (%)
A) LOW vs HIGH	GO_Biological Process	transmembrane transport	14.23
	GO_Molecular Function	ATP binding	7.11
	GO_Biological Process	male gamete generation	6.3
	GO_Cellular Component	presynapse	5.89
	GO_Biological Process	ion channel activity	5.08
	GO_Biological Process	regulation of macromolecule metabolic process	6.67
	GO_Biological Process	ion transport	3.05
	GO_Cellular Component	sodium channel complex	2.89
		others	48.78
B) LOW vs NORM	GO_Biological Process	flagellated sperm motility	38.46
	GO_Biological Process	inorganic anion transmembrane transport	26.92
	GO_Cellular Component	postsynaptic density	7.69
		others	26.93
C) Interaction effect of prenatal nutrition and sex (PreNxsex)	GO_Cellular Component	dynein complex	21.43
	GO_Biological Process	inorganic molecular entity transmembrane transporter activity	20.00
	GO_Biological Process	cell development	8.57
	GO_Biological Process	ion transmembrane transporter activity	7.14
	GO_Molecular Function	motor activity	7.14
		others	35.72
D) LOW-HCHF vs NORM-CONV	GO_Biological Process	leukocyte activation	35.32
	GO_Biological Process	regulation of interleukin-6 production	10.04
	GO_Molecular Function	cell adhesion molecule binding	8.92
	GO_Biological Process	positive regulation of myeloid cell differentiation	7.81
	KEGG	Cholesterol metabolism	3.35
		others	34.56
E) HIGH-HCHF vs NORM-CONV	GO_Biological Process	leukocyte activation	18.43
	GO_Biological Process	regulation of immune system process	6.95
	GO_Biological Process	positive regulation of interleukin-1 production	4.02
	GO_Biological Process	regulation of leukocyte mediated immunity	3.15
	GO_Biological Process	positive regulation of leukocyte mediated immunity	3.07
		others	64.38
F) HCHF vs CONV			
Upregulated	GO_Biological Process	transmembrane transporter activity	26.27
	GO_Biological Process	regulation of postsynaptic membrane potential	9.91
	GO_Biological Process	regulation of natural killer cell mediated immunity	6.68
		others	57.14
Downregulated	GO_Biological Process	regulation of immune system process	15.35
	GO_Biological Process	inflammatory response	11.68
	GO_Cellular Component	proton-transporting V-type ATPase, V1 domain	3.00
	GO_Biological Process	actin cytoskeleton organization	3.84
	GO_Biological Process	cell differentiation involved in kidney development	0.25
		others	65.88

#### DEGs of postnatal nutrition and interaction of prenatal and postnatal nutrition

Most of the functional enrichment in relation to the early postnatal HCHF feeding were involved in immunity-related processes and pathways as well as transmembrane (ion) transport. Besides that, a biological process related to cell differentiation involved in kidney development was enriched among the downregulated DEGs in HCHF sheep.

In particular, 100 out of 101 and 180 out of 192 genes were downregulated in LOW-HCHF and HIGH-HCHF compared to NORM-CONV, respectively. The downregulated genes identified in both group contrasts (LOW-HCHF or HIGH-HCHF vs NORM-CONV) were associated with pathways involved in adipose tissue remodeling (stress response and apoptosis-related processes/pathways) and immunity-related processes/pathways. In addition, we found, the KEGG pathway related to ‘Cholesterol metabolism’ was enriched in LOW-HCHF compared to NORM-CONV, where the genes involved were downregulated in LOW-HCHF group.

## Discussion

In this study, we aimed to reveal the biological mechanisms and pathways involved in and/or responsible for tissue-specific (SUB and PER) responses to early life malnutrition, and to identify potential biomarkers (hub genes) by Next-Generation Sequencing transcriptomic analysis underlying these changes and their possible association to adverse metabolic and kidney developmental traits. We have previously demonstrated, in the sheep providing samples for this study, that SUB of adult sheep irrespective of their early life nutrition history, had similar upper limits for expandability, however with greater expandability capacity in females than males, whereas PER was a major target of early life nutritional programming, and a determinant for intra-abdominal fat distribution patterns [15]. Adult males that had been exposed to late gestation LOW level of nutrition followed by the mismatching HCHF diet in early postnatal life, had reduced hypertrophic capacity of PER, whereas fetally overnourished (HIGH) males apparently were resistant to this effect of the HCHF diet, and all HIGH sheep had increased PER hypertrophic expandability similar to what was observed in female sheep [15]. As previously mentioned, morphological features of SUB and PER were poorly correlated to changes in gene expression of well-known markers for adipose development, metabolism, angiogenesis and inflammation. Finally, the adult LOW-HCHF sheep, irrespective of sex, were hypercholesterolemic, hyperureaemic and hypercreatinaemic compared to all other groups, despite a preceding 2-years period of dietary correction after the exposure to the HCHF diet in early postnatal life [16, 17], and by the end of the exposure to the HCHF diet, the 6-months old HCHF lambs had massive deposition of fat in PER co-existing with a 1/3 reduction in kidney size [17].

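To compare the tissues directly, their 67 libraries were fitted together in edgeR, and the difference between the effect in PER and the effect in SUB was tested. Of 23294 genes, 0 passed the adjusted p-value threshold for LOW vs HIGH (766 at an unadjusted p under 0.05), LOW vs NORM (1592), HCHF vs CONV (1441), LOW-HCHF vs NORM-CONV (943) and HIGH-HCHF vs NORM-CONV (502). With the sheep as a replicate block, which pairs the libraries of the 31 sheep with both tissues, 1 gene passed it for HCHF vs CONV and 0 for the others, with 1151, 1820, 1190, 779 and 407 genes, in the same order, at an unadjusted p under 0.05. After removal of the modelled effects, the mean correlation across genes between the SUB and PER libraries of the same sheep was 0.0477 (SD 0.285, n = 31 sheep), and 0.005 between those of different sheep. Genes are not independent replicates in these correlations.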

In the present part of the study, we found gene expression profiles of PER, but not SUB were modulated by late gestation and early postnatal nutrition, and the latter even after the same low-fat hay-based diet had been fed to all sheep for 2 years. Irrespective of early life nutrition, only sex-specific differences in the expression of 44 mRNA were identified for SUB. Unsurprisingly, long-term effects of the pre-and postnatal nutrition were observed for mRNA expression of PER, especially as a consequence of a prenatal LOW level of nutrition. The majority (more than half) of DEGs identified in LOW were downregulated when compared to HIGH but in contrast opposite response was observed when compared to NORM (upregulated). The expression of DEGs between LOW/HIGH-HCHF and NORM-CONV were mostly downregulated, and only very few (less than 13) were upregulated in the former groups.

### The mRNA expression profiles of SUB in adult sheep were unaffected by the late gestation and early postnatal nutrition history

It is well-known that fat distribution patterns differ between males and females, with females accruing more fat in subcutaneous and gluteofemoral regions, whereas males have higher preference for lipid accumulation in the intra-abdominal area. It has been suggested that the greater susceptibility for central adiposity in males is linked to a higher predisposition for insulin resistance and cardiovascular diseases [10, 24, 25]. In contrast, both subcutaneous and gluteofemoral fat serves a protective role in this respect by preventing abdominal and ectopic fat (non-adipose tissues) depositions and associated adverse effects [7, 9].

We have recently shown in our sheep model of early life malnutrition that there was a marked reduction in intrinsic, non-obese cellularity in SUB in prenatally under- and overnourished (LOW and HIGH) adolescent lambs (6-months of age), but this difference was not evident in the adult sheep (2.5-years old). These findings suggest there must have been a time window for compensatory hyperplastic growth in this tissue, which was not related to the development of obesity [15, 26]. Moreover, in both lambs and adult sheep, and irrespective of the early life nutrition history, there was an upper-limit for hypertrophic expandability in subcutaneous adipocytes, with greater expansion capacity in females than males [15, 26], and this has also been observed in humans and murine model [13, 27, 28]. The lack of differences in mRNA expression in SUB of the adult sheep exposed to different combinations of nutrition in early life is consistent with these previous observations, and upper-limits for expandability in SUB do therefore not appear to be subject to late gestation programming. The present study could not contribute to shed light on the underlying mechanisms (e.g. molecular and pathways) that enabled sheep previously exposed to LOW or HIGH levels of nutrition in prenatal life to restore their hyperplastic ability from adolescence to adulthood. This warrants further studies. Nonetheless, as reported previously, the restoration of hyperplastic ability in SUB in prenatally malnourished sheep might be due to a generally reported higher adipogenic capacity [9, 29–31].

Our results, also support the so-called adipose expandability theory, stating that once the fat storing capacity of SUB is exhausted upon continuous excess nutrient supply, fat deposition will be directed towards the intra-abdominal region and ultimately towards non-adipocyte cell types, especially in males. SUB has thus been proposed as an initiating factor for the process of fat redistribution towards other anatomical sites, but not directly implicated in the development of obesity associated metabolic disturbances per se [27, 32–34]. As we have previously pointed out, the hitherto poorly studied PER thus becomes a major determinant for sex-specific intra-abdominal partitioning of fat deposition towards the mesenteric adipose tissue and ectopic regions [15].

### The biological functions and pathways underlying the long-term impacts of early nutrition on PER morphology and associated possible implications for metabolic disorders and kidney function

Very little scientific documentation exists on the role of PER (dys-)function in relation to obesity and related co-morbidities. Due to its anatomical location, PER has been studied mostly by non-invasive means in humans, and the easily accessible epididymal adipose tissue has been the main visceral adipose tissue studied in rodents. Nonetheless, the effect of feeding a high-protein neonatal formula to the suckling pigs on PER morphological traits [35] and feeding of different energy and nutrient sources for growing pigs on the transcriptome profiles of PER [36] has been previously documented. However, to our knowledge the impact of prenatal nutrition on PER has not been studied in pig model. We have previously reported that early obesity development induced by the HCHF diet in our sheep model had significant long-term implications for PER, since massive PER expansion and adipocyte hypertrophy in 6-months old lambs was associated with a collapse of its subsequent expandability later in life in contrast to 2 other adipose tissues studied (SUB and mesenteric) [16, 23]. It was therefore intriguing, that the present part of the study revealed major long-term impacts of the early nutrition history on expression of genes in PER. To the best of our knowledge, we are the first to demonstrate that nutrition in both late gestation and early postnatal life can alter gene expression profiles permanently in PER in adulthood, even after animals had been fed the exact same low-fat diet for the last 2 years of their lives. Our results demonstrate that prenatal malnutrition (especially LOW), in a long-term, can alter expression of genes participating in basic cell biology/structural functions and pathways related to transmembrane transport (e.g. ions, inorganic, and metal ions), motor activities involved in the cell cycle and sperm motility (e.g. microtubules, cilia, and the cytoskeletal motor protein dynein), and perception and response to various extracellular signals (e.g. macromolecule and growth factor stimuli). Similar to our findings, Leal and colleagues (2018) showed that enhanced nutrient supply during the pre-weaning period altered omental fat physiology of pre-weaned calves, and this was associated with an increase in omental fat mass (both hyperplasic and hypertrophic adipocyte expansion), altered biological function related to the cell cycle (e.g. mitosis and cell cycle progression), cellular assembly, organization (e.g. cytoskeleton formation) and molecular transport. Based on this evidence, it appears that PER is a target of prenatal nutrition, and PER as well as omental fat are targets of postnatal nutrition, and the long-term impacts may depend on the timing of the nutritional insult in relation to the biological window of their development [37–40].

Interestingly, early nutrition programing thus only appears to have long-term implications for some adipose tissues (perhaps depending on the timing of the intervention relative to functional development of the tissue). In PER, basic functions relating to cell structure, cytoskeletal motor function and processes involved in communicating information about the extracellular environment into the cell and cell nucleus were the targets of long-term programming, rather than metabolic processes per se. Various ion channels and transporters are involved in adipose proliferation and remodeling [41]. Metabolites such as glucose and amino acids, and ATP formation by mitochondrial activity are important facilitators for cell cycle progression [42], and these molecules are transported to the nucleus from the external environment or across mitochondrial membranes via various types of transmembrane transporters [43]. For example, ion channels have been shown to participate in the regulation of hormone release and adipocyte proliferation, of which the proliferating cells (compared to resting cells) exhibit ion channel expression. A number of ion channels have been identified in the pathogenesis of obesity [44]. Microtubule activities are crucial for the structural organization of cells, especially for maintenance of cell shape, division, motility, intracellular transport, regulation of cell polarity, modulation of cell adhesion and for control of force-production by the actin cytoskeleton [45, 46]. In addition, microtubules are one of the essential components involved in the cell cycle, required for the segregation of the complete set of chromosomes to each daughter cell [43]. Taken together, all of these pathways were altered especially in sheep with a history of prenatal LOW nutrition, demonstrating that early nutrition programming will interfere with the ability to develop and structure a normally functioning adipose tissue and its individual cells. However, to understand the implications of this in humans will require future research.

The pathological diseases related to abdominal and/or visceral adiposity/obesity has been extensively investigated in humans and animal models [14, 47, 48]. In this respect it was interesting that a pathway related to cholesterol metabolism was enriched in the DEGs identified between LOW-HCHF and NORM-CONV sheep, and expression of the involved genes were downregulated in LOW-HCHF sheep. Obesity is known to give rise to higher levels of circulating cholesterol in the blood, and this is a recognized factor in the development of coronary heart disease and also involved in regulation of adipocyte development (reviewed in [49]). The cholesterol content of adipose tissue is positively correlated to the size of adipocytes [50, 51]. Therefore, the persistent hypercholesterolemia observed in adult LOW (but not HIGH) sheep that had been exposed to the obesogenic HCHF diet in early postnatal life [16], could be explained by an impaired cholesterol metabolism associated with a reduced adipocyte hypertrophic ability in PER of especially LOW males [15] favoring lipid overflow into the mesenteric adipose and non-adipose tissues such as liver and blood [51].

### Early postnatal diet induced obesity altered the mRNAs expression of PER involved in cytokine and immunity-related pathways, partly depending on the prenatal nutrition history

Obesity is characterized by adipose tissue expansion due to increase in adipocyte size (hypertrophy) and/or numbers (hyperplasia), with visceral fat expansion as the primary target of early phase obesity development, followed by SUB, as shown using mouse models [9]. However, a sustained adipose expansion can lead to adipocyte death (apoptosis), tissue inflammation with formation of so-called crown-like structures, which ultimately results in adipose tissue dysfunction associated with various metabolic diseases [9]. Macrophages, eosinophils, T and B cells are among the immune cells responsible for the regulation of systemic as well as local immune homeostasis and inflammation, which consequently affect the adipose tissue and whole body metabolism [47, 52–54].

A maternal low-protein diet has been shown to impair development in the offspring of organs such as adipose tissues by redirecting the available nutrients to more critical organs such as the brain, and this will alter the ability of adipose tissues in postnatal life to adapt its metabolic function to a mismatching nutritional situation (e.g. a high fat diet) [48, 55–57].

In PER, we demonstrated significant alterations in the expression of mRNA playing a major role in adipose-related cytokine and immunity functions in both LOW and HIGH adult sheep previously exposed to the obesogenic HCHF diet, and the expression of most of the involved genes were downregulated compared to NORM-CONV sheep. These results corroborate a previous study in mice showing that maternal protein restriction during 2 weeks before mating and throughout gestation reduced the biological pathways activity related to cytokine production, innate immunity and phagocytosis in the male offspring fed a post-weaning high fat-diet. However, the authors also found increase in relative adiposity of the offspring, but this was not associated with adipose inflammation [48].

Intriguingly, the enrichment analysis of DEGs in PER, revealed that some of the DEGs were involved in biological functions related to kidney cell differentiation, and those genes were downregulated in the HCHF sheep compared to CONV sheep. In this respect, it is interesting that chronic kidney disease and compromised renal function has been associates with extreme PER expansion due to its direct functional (local toxic effects) and mechanical (compression) effects on the kidney [58–60] ascribed to their close proximity [61]. This may also contribute to the suggested regulatory role of PER on the cardiovascular system in addition to neural reflexes and adipokine secretion [62]. As previously mentioned, there was a 1/3 reduction of kidney weight in lambs from this trial that had been fed the HCHF as compared to CONV diet for 6 months [17], and this can be ascribed to the extreme PER fat mass observed in these lambs. However, there was apparently a ‘compensatory’ growth of the kidney from adolescence until adulthood in the HCHF sheep over the following 2 years period, when they were fed a low-fat hay-based [63]. Despite an apparently normalized kidney size, renal function may, therefore, have continued to be compromised after the early obesity development, and this could contribute to explain why the adult HCHF sheep were observed to be hypercreatinaemic and hyperureaemic compared to CONV sheep [16].

Our findings suggest that extreme PER expansion during early life can have persistent and adverse implications for PER susceptibility to inflammation in adulthood, particularly in individuals with a history of late gestation malnutrition (LOW or HIGH), in addition to potentially adverse implications for redistribution of fat deposition towards the mesenteric and ectopic regions as well as adult renal function.

### Hub genes that were affected by early life (mal) nutrition programming

The protein-protein interaction (PPI) network is comprised of highly connected protein nodes (known as hubs) and many poorly connected nodes. The deletion of a hub protein (gene) is thought to be more lethal than deletion of non-hub proteins [64]. This demonstrates the significance of hubs in organizing the network, which in turn suggests the biological importance of the network architecture, a key notion of systems biology [64]. Through RNA technologies (e.g. microarray and RNA-sequencing) and their respective bioinformatics downstream analyses, a vast number of hub genes (markers) related to adipose tissue and obesity co-morbidities have been identified [65–67].

In PER, we identified six hub genes known as *AURKA*, *EXO1*, *MELK*, *PDK*, *NDC80*, and *TTK*, whose expressions were downregulated in sheep with a history of a LOW as compared to HIGH level of nutrition in prenatal life. In addition, *CCDC39* and *TKTL1* were identified as upregulated hub genes between LOW vs prenatal NORM sheep. Among these hub genes, *AURKA*, *MELK*, and *TTK* have previously been shown to be expressed in adipose tissues, including in specific adipose-derived mesenchymal stem cells, and they are known to participate in biological functions and pathways related to the cell cycle, ciliary disassembly, adipogenesis, immunity, cell communication, cell motility, signal transduction and others [68–72]. Mesenchymal stem cells derived from adipose tissue of obese subjects exhibited shortened and deficient cilia, triggered by upregulation of ciliary disassembly regulators, like *AURKA*, resulting in a defect in adipogenesis, which in turn promoted adipocyte hypertrophy during the course of obesity [70]. In contrast, in vitro studies showed that adipose-derived mesenchymal stem cells cultured at low density (~ 50% confluent) had higher expression of proliferating-related genes, such as *AURKA* and *TTK*, whereas higher expression levels of immunity, cell communication, signal transduction and cell motility-related genes (e.g. cytokines, chemokines, and growth factors) were found in high-density cultures with 90% confluence [72]. It is possible that *AURKA* might play different roles depending on the state of obesity, and density of mesenchymal stem cells in adipose tissues.

In pig models, single nucleotide polymorphisms identified in the *CCDC39* gene have been shown to be associated with body fatness [73], whereas reduced expression of the *PDK* gene (involved in glucose transport regulation by insulin) were observed in insulin-resistance obese subjects. The *NCD80* gene was found to be expressed in stem cells derived from human exfoliated deciduous teeth [74]. Irregular expression of *NDC80* in cells is often accompanied with abnormal spindle checkpoint, abnormal chromosome separation and cell cycle disorders, and it has been found to lead to, and be highly expressed in, colon cancer cells [74, 75].

Based on these findings, we propose that adipocyte stem or precursor cells (involved in development and tissue repair) may be particular targets of long-term prenatal nutritional programming. The observations that spermatozoa, cilia and cytoskeletal motor functions were particular targets of prenatal malnutrition, suggests that fetal programming interfere with basal processes in the early assembly of (pre) adipocytes in PER. This can contribute to explain why prenatal malnutrition selectively targets certain tissues, depending on the timing of the insult relative to the specific time window of the fetal tissue formation and maturation. It can also contribute to explain why the prenatal programming is not readily apparent at birth, but only gradually becomes manifested as the individual ages and approaches adulthood.

The *ITGB2* and *CTSS* are hub genes with reduced expression in the PER of LOW-HCHF and HIGH-HCHF sheep as compared to NORM-CONV. *MMP9* was reduced in HCHF sheep compared to CONV sheep. The associations between these hub genes with obesity and obesity co-morbidities are well established. An increased expression of these hub genes were observed in SUB of obese Pima Indian subjects, and a single polymorphisms in the *ITGB2* were found in Japanese Americans, whose diet has become ‘Westernized’ compared to native Japanese [66, 76]. Other study showed that surgery-induced weight loss in morbidly obese women was associated with reduced CTSS content in SUB and circulating serum [77]. In agreement with study by Taleb and colleagues [77], we found that after a 2-years long period of dietary correction on a low-fat hay based diet, the expression of *CTSS* (but also *ITGB2*) were downregulated in the LOW-HCHF and HIGH-HCHF sheep, which were obese at the end of adolescence [23] compared to NORM-CONV.

## Conclusions

Our data revealed that the transcriptome of PER (but not SUB) was permanently altered by early life (mal) nutrition, with adverse implications observed particularly in adult sheep with a history of a LOW (but not HIGH) level of nutrition in late gestation upon exposure to a mismatching obesogenic diet in early postnatal life. It appears that in PER, fundamental genes (proteins) relating to biophysical sensing of the extracellular (micro) environment and early development/assembly of (pre) adipocytes are subject to fetal programming in response to late gestation LOW nutrition, which in turn might have implications for adipocytes proliferation, maturation and tissue organization. Some of the hub genes identified were *AURKA*, *MELK*, and *TKT* for prenatal LOW vs HIGH nutrition, and *CTSS* and *ITGB2* for late gestation malnutrition followed by early obesity development (LOW-HCHF and HIGH-HCHF vs NORM-CONV). *MMP9* was the only hub genes detected to be independently affected by the early postnatal diet in PER from adult sheep. Intriguingly, the hub genes, whose expressions were altered by prenatal nutrition, have previously been shown to be expressed in adipose-derived mesenchymal stem cells and participate in biological functions crucial for adipose tissue remodeling, which could explain why programming effects become manifested only, if the programming occurs in specific windows of PER development. Affected pathways in PER furthermore included cholesterol metabolism in LOW-HCHF sheep and impaired kidney cell differentiation across all HCHF sheep, which could contribute to explain the previously reported observations of persistent hypercholesterolemia, hyperuricemia, and hypercreatinemia in the nutritionally mismatched LOW-HCHF sheep.

## Methods

### Ethic statement

Animal experiments were conducted at an experimental barn at Rosenlund, Lynge, Denmark under the inspection of the Faculty of Health and Medical Sciences, University of Copenhagen. All the experimental procedures were approved by the National Committee on Animal Experimentation, Denmark (License no: 2010/561–1853).

### Experimental design, animals, diets and tissue collection

The experimental design (animals, diets and management) has been described elsewhere [16, 17]. In brief, the experiment was a 3 × 2 factorial design, in which a total of 36 twin-pregnant crossbred Texel ewes during the last 6 weeks of gestation (term = 147 days) were allocated to three different diets: NORM (fulfilling energy and protein requirements according to Danish feeding standards), LOW (50% of NORM) or HIGH (150 and 110% of daily energy and protein requirements, respectively). The lambs were separated from their dams 3 days after birth and twin lambs were subjected to each of their assigned diets until 6-months of age (after puberty): a moderate conventional diet, CONV (hay supplemented for the first 8 weeks of life with milk replacer; adjusted to achieve moderate and constant growth rates of approximately 225 g day^− 1^) or a high-carbohydrate-high-fat diet, HCHF (mix of 37% fat dairy cream with milk replacer in a 1:1 ratio (max. 2½ L/day) supplemented with rolled maize (max. 2 kg/day) and a small amount of barley straw) (Fig. 4). Subgroups of lambs from each of the 6 treatment groups were slaughtered at 6-months of age, while remaining animals were managed in two sex-divided groups and fed the same low-fat hay-based diet ad libitum until 2.5-years of age (supplemented with barley until 1.5-years of age). All animals had ad libitum access to water and a vitamin-mineral mix at all times. The experimental animals were slaughtered as 2.5-years old adult sheep by exsanguination, while under general anesthesia induced intravenously with Propofol (B.Braun, Melsungen, Germany; 5–6 mg kg^− 1^ body weight). At autopsy, specimens of subcutaneous (SUB; above the *M. longissimus dorsi*) and PER were sampled and immediately collected in RNA*later* (RNA*later*@Solution, Ambion, The RNA Company, USA) for 24 h. Finally, all samples were transferred into empty tubes and stored at − 80 °C pending analysis.

**Fig. 4:**
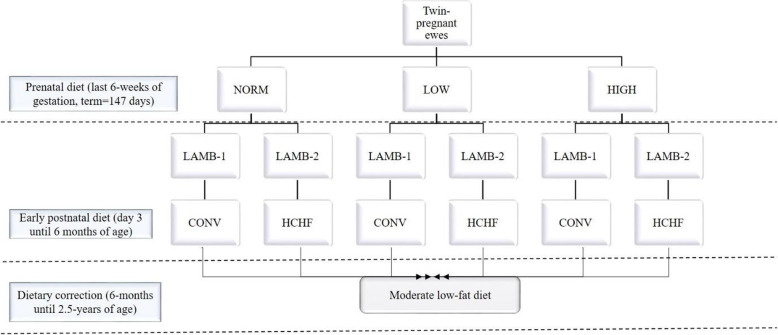
The flow chart of the experimental design and treatment groups. Prenatal diet (the last 6 weeks of gestation, terms = 147 days): NORM (fulfilling 100% of daily energy and protein requirements), LOW (providing 50% of NORM), or HIGH (providing 150% of daily energy and 110% of daily protein requirements). The early postnatal diet (day 3 until 6 months of age): CONV (moderate low fat diet consisting of hay supplemented during the first 8 weeks of life with milk replacer; amounts were adjusted to ensure moderate growth rates of appr. 225 g/d) and HCHF (high-carbohydrate (starch)-high-fat diet consisting of a mix of 37% fat dairy cream with milk replacer in a 1:1 ratio (max. 2½ L/d) supplemented with rolled maize (max. 2 kg/d) and barley straw). The experimental design thus gave rise to six treatment groups: NORM-CONV (*N* = 9, 5 males:4 females), and NORM-HCHF (*N* = 9, 6 males:3 females), LOW-CONV (*N* = 13, 6 males:7 females), LOW-HCHF (*N* = 13, 5 males:8 females), HIGH-CONV (*N* = 13, 5 males:8 females), HIGH-HCHF (*N* = 13, 5 males:8 females)

### RNA isolation, cDNA library construction and sequencing

Total RNA extraction, cDNA library construction and sequencing was performed by Novogene (HK) Company Limited, Hong Kong. The total RNA extraction method used was a Trizol protocol. The quality control of total RNA was performed using three methods as followed; 1) total RNA was preliminarily quantified in Nanodrop (Thermo Fisher Scientific, Carlsbad, CA, USA); 2) RNA degradation and potential contamination was tested by Agarose Gel Electrophoresis; and 3) the quantity and integrity of total RNA was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and RNA concentration was measured using the Qubit® RNA Assay Kit and a Qubit® 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA).

After quality control of RNA, ribosomal RNAs (rRNAs) were removed by Ribo-Zero™ rRNA Removal Kit (EPICENTRE® Biotechnologies, Madison, Wisconsin, USA). The purified RNA was first fragmented randomly to short fragments of 250 and 300 based-pair in fragmentation buffer, and then the first-strand cDNA was synthesized by adding random hexamer primers. After that, a custom second-strand synthesis buffer (Illumina, USA), dNTPs (dUTP, dATP, dGTP and dCTP) and DNA polymerase I were added to synthesize the second-strand. The resulting double-stranded DNA was purified by AMpure XP beads, and a poly A tail was ligated to the sequencing joint. The correct-sized fragments were purified by AMPure XP beads. The USER Enzyme (USER® Enzyme, New England, BioLabs® Inc., UK) was used to degrade the cDNA strands containing U instead of T, and the first strand cDNA was sequenced, thereby preserving the direction of the RNA. Finally, PCR amplification was conducted and the products were purified (AMPure XP beads) for constructing the cDNA libraries. The quality of the latter was assessed using Agilent BioAnalyzer 2100 system and qPCR. The libraries were sequenced on an Illumina Hiseq 4000 platform, and 150 long paired-end reads were generated.

### RNA-Seq and statistical analysis

The bioinformatic pipeline for identification of differentially expressed genes (DEGs) is depicted in Fig. 5. The sequence quality or paired-end reads of each sample were assessed using FastQC v0.11.8 [78]. The result showed high quality of the raw sequences, but different levels of rRNA sequences. The Trimmomatic v0.39 [79] was used to remove potential adapter sequences and trimming of low quality reads. To achieve optimal coverage, good detection sensitivity, and reliable results, screening and removal of rRNA contamination of the paired-end reads were done using the database from SILVA v132 [80]. The rRNA sequences were retried from SILVA, and the Burrows-Wheeler-Aligner (BWA) v0.7.17-r1188 software [81] was used to build the index file for BWA. The BWA-MEM was used to map to the clean data to the SILVA database, and then the paired-end unmapped sequences were extracted using samtools v1.10 [82] and bedtools v2.29.2 [83]. The generated ‘clean reads’ were used for all the subsequent downstream bioinformatics analyses. The paired-end clean reads of each sample were mapped to the reference genome Oar v3.1.99 gtf [84] using STAR v2.7.3a [85] with a maximum of 8 mismatches allowed, and others parameters were set as default. A post-alignment quality control was performed on the alignment files using Qualimap v2.2 [86]. After mapping, each sequence alignment map (SAM) file obtained was sorted and transformed into a binary alignment map (BAM) file by Samtools v1.9 [82], and used for the gene counting. The gene expression counts were computed using HTSeq vo.11.8 [87]. The low count genes were filtered by excluding less than 1 count per million (cpm) and the DEGs were identified using DESeq2 v1.26.0 package [88] in RStudio (v1.2.5042) [89]. The DEGs were considered at a False Discovery Rate (FDR) < 0.05. The gene counts were normalized using the default normalization procedures provided by DESeq2 (correcting for the library size and RNA composition biases) and fitted with the following model:

$$ Y= sex+ PostN+ PreN+ sex: PostN+ sex: PreN+ PostN: PreN $$

**Fig. 5:**
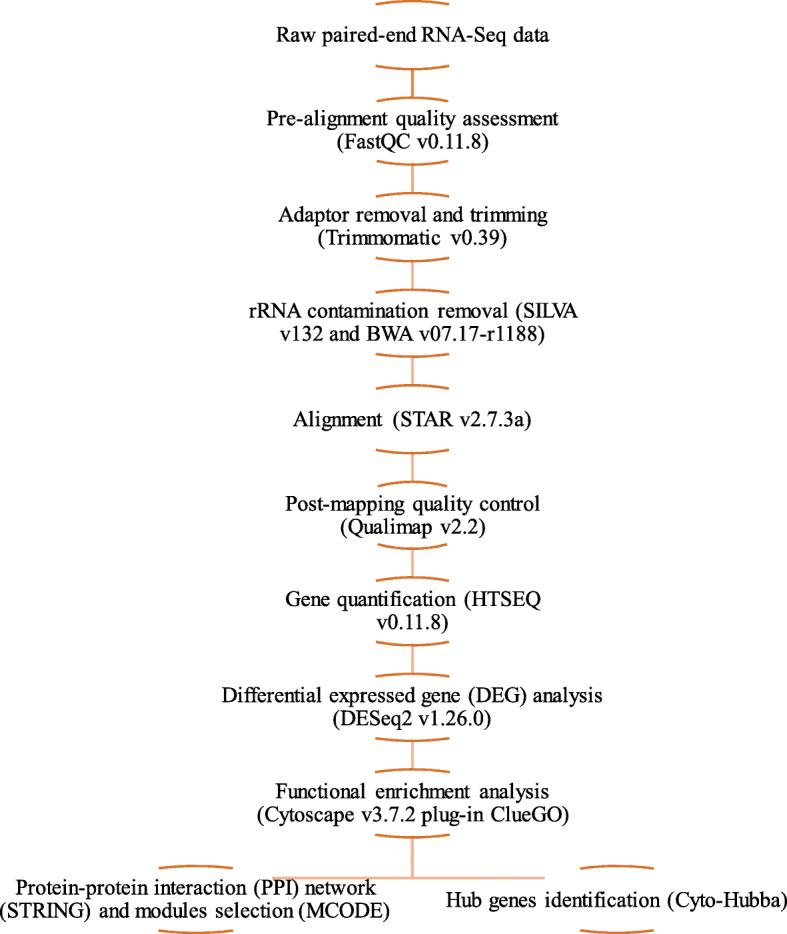
Overview of the work pipeline of differential expressed genes analysis

Where *Y* is the gene expression count, *PreN* is the fixed effect of prenatal nutrition (NORM, LOW and HIGH), *PostN* is the fixed effect of the early postnatal nutrition (CONV and HCHF), and sex is the fixed effect of sex (♂ = males and ♀ = females). In the analyses, we considered the two-way interaction terms of sex*: PostN* (2 PostN × 2 sex), *sex: PreN* (3 prenatal nutrition × 2 sex) and *PostN: PreN* (3 prenatal nutrition × 2 early postnatal nutrition).

### Top modules selection and hub genes identification via protein-protein interaction (PPI) network

To select the top significant modules and identify the hub genes, we followed the method described by Yang et al. [90]. First, the PPI network was constructed to evaluate the DEGs relationship with a high-confidence score > 0.7 defined as significant using the Cytoscape StringApp [91]. Secondly, screening of sub-clusters (modules) of PPI networks was performed through the Molecular Complex Detection (MCODE) [92] application in Cytoscape. The MCODE criteria were set default with degree of cutoff = 2, node score cutoff = 0.2, and k-core, maximum depth = 100. The modules with more than 6 nodes (genes) were selected as top modules followed by the functional enrichment analysis of these modules using Cytoscape v3.7.2 plug-in ClueGO [91, 93]. The hub genes were identified using the Cyto-Hubba application in Cytoscape through four centrality methods, including Degree, Edge Percolated Component (EPC), Eccentricity, and Maximum Neighborhood Component (MNC) [94] with the cutoff criterion of > 10 top DEGs for further selection of hub genes [90]. The top 10 DEGs, which fell within the intersection of these four algorithm methods, were visualized in a Venn plot (http://bioinformatics.psb.ugent.be/webtools/Venn/), and were selected as hub genes.

### Functional enrichment analysis

The functional enrichment analysis was performed to further explore the biological functions and pathways associated with the significant DEGs. Each DEG set identified with padj < 0.05 were grouped into two sets of downregulated or upregulated genes, and were imported into Cytoscape v3.7.2 plug-in ClueGO [93, 95] to find significant enrichments using *Ovis aries* (Taxonomy ID: 9940) as the reference organism. The selection criteria for Gene Ontology (GO) terms (Biological Process, Cellular Component and Molecular Process) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were based on two-sided hypergeometric tests with *P*-value threshold < 0.05, which was corrected for multiple testing using the Benjamini-Hochberg false discovery rate (padj). Thresholds of a minimum of 3–20 GO levels, and a minimum number of 3 genes, or at least 4% genes in the respective terms, were applied.

## Supplementary Information

**Additional file 1: Table S1.** The list of differential expressed genes for males versus females in subcutaneous adipose tissue.

**Additional file 2: Figure S1 A-F.** The protein-protein interaction (PPI) networks of differentially expressed genes (DEGs). A) LOW vs HIGH, B) LOW vs NORM, C) interaction effect of prenatal nutrition and sex (PreNxsex), D) LOW-HCHF vs NORM-CONV, E) HIGH-HCHF vs NORM-CONV, and F) HCHF vs CONV. The red and green nodes represent upregulated and downregulated genes, respectively. The nodes with octagon shape are the hub genes. **Figure S2A-E:** Functional enrichment networks. A and B) module 1 and module 2 for LOW vs HIGH, C) module 2 for the interaction of prenatal nutrition and sex, D) module 1 for LOW-HCHF and HIGH-HCHF vs NORM-CONV and E) module 1 for HCHF vs CONV.

## Data Availability

The data presented in this work is available within this paper and its Additional files 1 and 2. The RNA-Seq data analyzed, discussed and presented in this study was deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE166662 in the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166662.

## Abbreviations

bp: Based-paired
BAM: Binary Alignment Map
CFP: Central for Foetal Programming
cDNA: Complementary DNA
CONV: Conventional low fat hay-based diet
DEGs: Differential Expressed Genes
EPC: Edge Percolated Component
FC: Fold Change
GO: Gene Ontology
HCHF: High-Fat-High-Carbohydrate
PreNxsex: Interactions of prenatal nutrition and sex
KEGG: Kyoto Encyclopedia of Genes and Genome
log2FC: Log2 Fold Change
MNC: Maximum Neighborhood Component
mRNA: Messenger RNA
MCODE: Molecular Complex Detection
NORM: Normal nutrition
HIGH: Overnutrition
PER: Perirenal adipose tissue
PCR: Polymerase Chain Reaction
PostN: Postnatal nutrition
PreN: Prenatal nutrition
PPI: Protein-Protein Interaction
qPCR: Quantitative Real-Time Polymerase Chain Reaction
RNA: Ribonucleic Acid
rRNA: Ribosomal RNA
SAM: Sequence Alignment Map
SUB: Subcutaneous adipose tissue
LOW: Undernutrition

# Supplementary material for: Transcriptomics analysis of differentially expressed genes in subcutaneous and perirenal adipose tissue of sheep as affected by their pre- and early postnatal malnutrition histories
**Source:** BMC Genomics. 2021 May 11;22:338. doi: 10.1186/s12864-021-07672-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The list of differential expressed genes for males versus females in subcutaneous adipose tissue.

**Additional File 1**

**Transcriptomics analysis of differentially expressed genes in subcutaneous and perirenal adipose tissue of sheep as affected by their pre- and early postnatal malnutrition histories**

*Sharmila Ahmad^1^, Markus Hodal Drag^2^, Suraya Mohamad Salleh^3,4^, Zexi Cai^5^, Mette Olaf Nielsen^1^*

*^1^Nutrition Research Unit, Department of Animal Science, Aarhus University, Blichers Alle 20, 8830 Tjele, Denmark,* *, ^2^Novo Nordisk Foundation Center for Basic Metabolic Research, Faculty of Health and Medical Sciences, University of Copenhagen, Blegdamsvej 3B, 2200, Copenhagen, Denmark,* *, ^3^Department of Animal Science, Universiti Putra Malaysia, 43400 Serdang, Selangor, Malaysia,^4^ Department of Animal Nutrition and Management, Swedish University of Agricultural Sciences, 750 07 Uppsala, Sweden,* *, ^5^Centre for Quantitative Genetics and Genomics, Aarhus University, Blichers Alle 20, 8830 Tjele, Denmark,* 

*

**Supplementary Table 1**: The list of differential expressed genes for males *versus* females in subcutaneous adipose tissue

| Gene.stable.ID | Gene.name | baseMean | log2FoldChange | padj |
| --- | --- | --- | --- | --- |
| ENSOARG00000000033 | *ND6* | 6078.071 | 6.258209 | 0.027285 |
| ENSOARG00000000522 | *SLITRK5* | 28.28822 | 4.145156 | 0.001657 |
| ENSOARG00000001851 | *FGF1* | 212.0032 | -4.65553 | 1.07E-06 |
| ENSOARG00000002554 | *SLC22A18* | 13.19157 | 5.5739 | 0.027285 |
| ENSOARG00000002686 |  | 29.727 | 6.46322 | 0.02521 |
| ENSOARG00000003928 | *HNF4A* | 432.0921 | -3.44773 | 0.00946 |
| ENSOARG00000003997 | *HYDIN* | 60.71845 | 4.945196 | 0.033548 |
| ENSOARG00000004606 | *COL22A1* | 125.4402 | 7.747001 | 0.004289 |
| ENSOARG00000006640 | *BLVRB* | 166.5924 | -1.51217 | 0.047825 |
| ENSOARG00000007230 | *ERICH4* | 175.1323 | 3.053738 | 0.007278 |
| ENSOARG00000007716 | *BPGM* | 49.32569 | -1.40693 | 0.033499 |
| ENSOARG00000007972 | *HLA-DMA* | 51.64006 | -1.42158 | 0.033499 |
| ENSOARG00000008011 | *GALNT13* | 58.55039 | 3.16243 | 0.006331 |
| ENSOARG00000008438 | *GM2A* | 977.0592 | -2.78927 | 0.007278 |
| ENSOARG00000008959 | *SLIT1* | 27.96096 | 5.405722 | 0.049747 |
| ENSOARG00000009032 | *SPARC* | 35580.74 | -2.7419 | 0.001657 |
| ENSOARG00000009230 | *DPT* | 2242.436 | -4.06788 | 0.005548 |
| ENSOARG00000009915 | *SULT1B1* | 28.03969 | 2.732954 | 0.033548 |
| ENSOARG00000010025 |  | 16.42687 | 5.99071 | 0.006331 |
| ENSOARG00000010290 | *PLXDC1* | 113.5075 | -2.36653 | 0.04215 |
| ENSOARG00000010746 | *PMEL* | 211.5403 | 3.582009 | 0.003488 |
| ENSOARG00000011377 |  | 102.8097 | -4.92841 | 0.007698 |
| ENSOARG00000011846 | *NTN4* | 540.706 | -1.46541 | 0.027285 |
| ENSOARG00000012275 |  | 35.6982 | 5.545445 | 0.029135 |
| ENSOARG00000012693 | *GPR153* | 441.9983 | -0.82796 | 0.029268 |
| ENSOARG00000012717 | *CLGN* | 20.90184 | 4.505353 | 0.027285 |
| ENSOARG00000013535 | *ITIH5* | 4433.495 | -2.09821 | 0.02521 |
| ENSOARG00000013777 |  | 415.7809 | 2.301597 | 0.019652 |
| ENSOARG00000014454 |  | 120.1846 | 7.6161 | 0.003488 |
| ENSOARG00000014685 | *SLC2A12* | 124.0954 | -2.73352 | 0.007144 |
| ENSOARG00000015051 | *BCAS1* | 15.33621 | 5.619109 | 0.027285 |
| ENSOARG00000015486 | *AXIN2* | 35.90607 | 3.927792 | 0.047764 |
| ENSOARG00000016144 | *LPIN1* | 637.0556 | 1.697213 | 0.024472 |
| ENSOARG00000016976 | *VGLL3* | 220.6078 | -2.4618 | 0.047825 |
| ENSOARG00000017299 | *TDRD5* | 28.98612 | 5.582832 | 0.012771 |
| ENSOARG00000017769 | *CITED1* | 19.03177 | 4.809505 | 0.001657 |
| ENSOARG00000018232 |  | 1706.415 | -3.94035 | 9.16E-06 |
| ENSOARG00000018988 | *KCNK3* | 29.83317 | 3.937224 | 0.027285 |
| ENSOARG00000019022 |  | 217.7061 | 2.21208 | 0.045743 |
| ENSOARG00000019246 | *PNPLA3* | 202.6304 | 3.65856 | 0.027285 |
| ENSOARG00000019716 | *CYP27A1* | 539.157 | -1.95317 | 0.041117 |
| ENSOARG00000021154 | *SPTB* | 91.49757 | 3.270479 | 0.024472 |
| ENSOARG00000026307 |  | 61.85223 | 8.049557 | 0.01262 |
| ENSOARG00000026594 |  | 18.80267 | 5.911428 | 0.047825 |

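The table lists for each gene its Ensembl identifier, a symbol for 34 of the 44 genes, the mean of the normalized counts over the SUB libraries, and the log2 fold change with its adjusted p-value from DESeq2. From the deposited counts, the mean of the counts normalized with DESeq2's size factors was 212 for FGF1 and 28.3 for SLITRK5. For ENSOARG00000018232, a gene without a symbol, it was 1706, and the log2 fold change between males and females averaged over the diets was -2.77 (standard error 0.33, adjusted p = 6.43e-06 from edgeR's quasi-likelihood test).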

The positive and negative values of log2FoldChange represent up- and downregulated expression levels of the genes in males compared to females (reference groups). The DEGs were considered at a False Discovery Rate (FDR) <0.05.

# Supplementary material for: Transcriptomics analysis of differentially expressed genes in subcutaneous and perirenal adipose tissue of sheep as affected by their pre- and early postnatal malnutrition histories
**Source:** BMC Genomics. 2021 May 11;22:338. doi: 10.1186/s12864-021-07672-5
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1 A-F. The protein-protein interaction (PPI) networks of differentially expressed genes (DEGs). A) LOW vs HIGH, B) LOW vs NORM, C) interaction effect of prenatal nutrition and sex (PreNxsex), D) LOW-HCHF vs NORM-CONV, E) HIGH-HCHF vs NORM-CONV, and F) HCHF vs CONV. The red and green nodes represent upregulated and downregulated genes, respectively. The nodes with octagon shape are the hub genes. Figure S2A-E: Functional enrichment networks. A and B) module 1 and module 2 for LOW vs HIGH, C) module 2 for the interaction of prenatal nutrition and sex, D) module 1 for LOW-HCHF and HIGH-HCHF vs NORM-CONV and E) module 1 for HCHF vs CONV.

**Additional File 2**

**Transcriptomics analysis of differentially expressed genes in subcutaneous and perirenal adipose tissue of sheep as affected by their pre- and early postnatal malnutrition histories**

*Sharmila Ahmad^1^, Markus Hodal Drag^2^, Suraya Mohamad Salleh^3,4^, Zexi Cai^5^, Mette Olaf Nielsen^1^*

*^1^Nutrition Research Unit, Department of Animal Science, Aarhus University, Blichers Alle 20, 8830 Tjele, Denmark,* *, ^2^Novo Nordisk Foundation Center for Basic Metabolic Research, Faculty of Health and Medical Sciences, University of Copenhagen, Blegdamsvej 3B, 2200, Copenhagen, Denmark,* *, ^3^Department of Animal Science, Universiti Putra Malaysia, 43400 Serdang, Selangor, Malaysia,^4^ Department of Animal Nutrition and Management, Swedish University of Agricultural Sciences, 750 07 Uppsala, Sweden,* *, ^5^Centre for Quantitative Genetics and Genomics, Aarhus University, Blichers Alle 20, 8830 Tjele, Denmark,* 

*

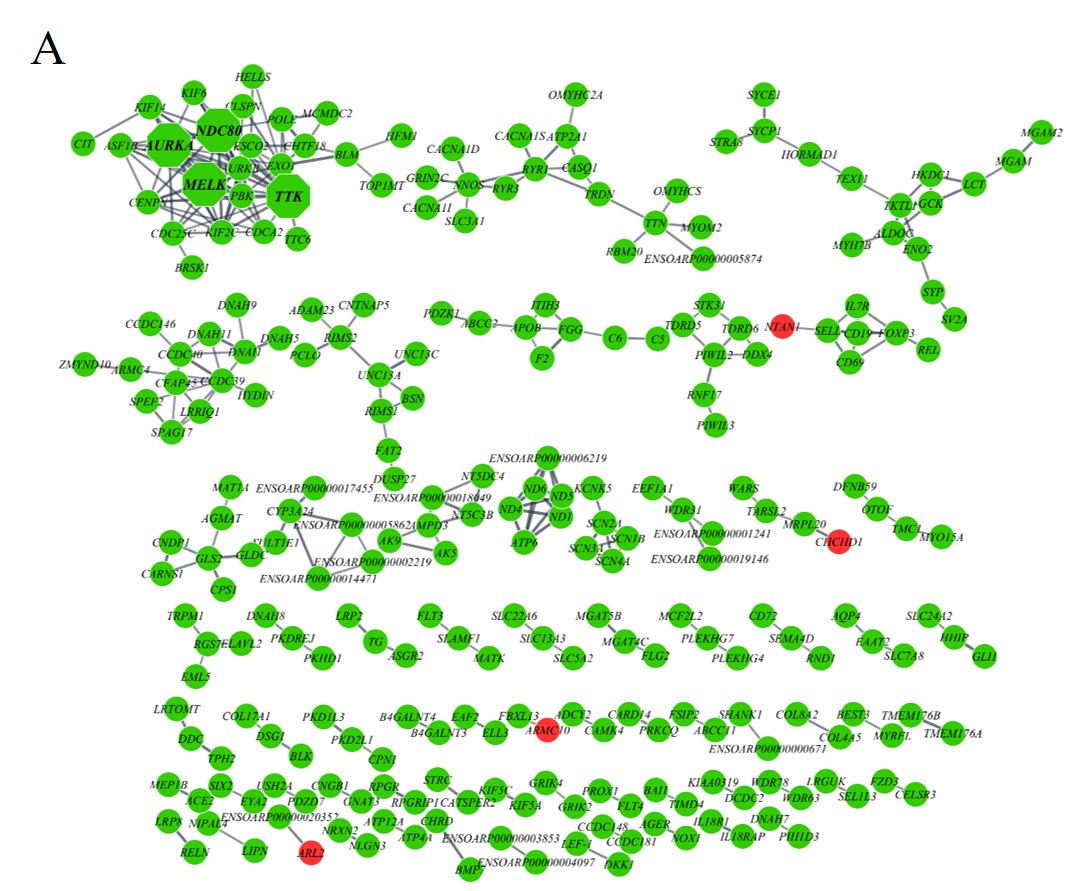

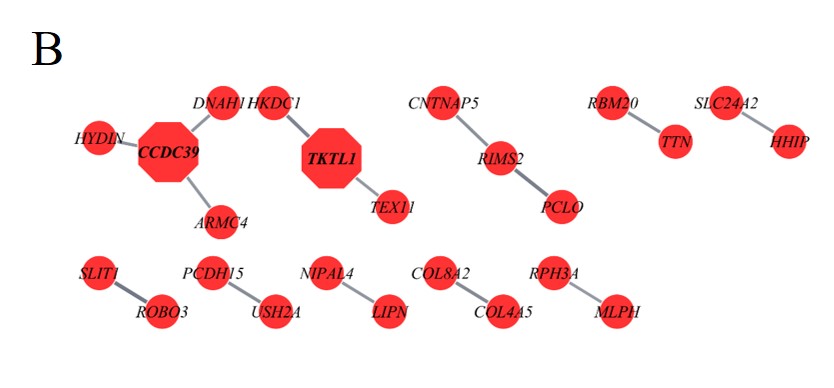

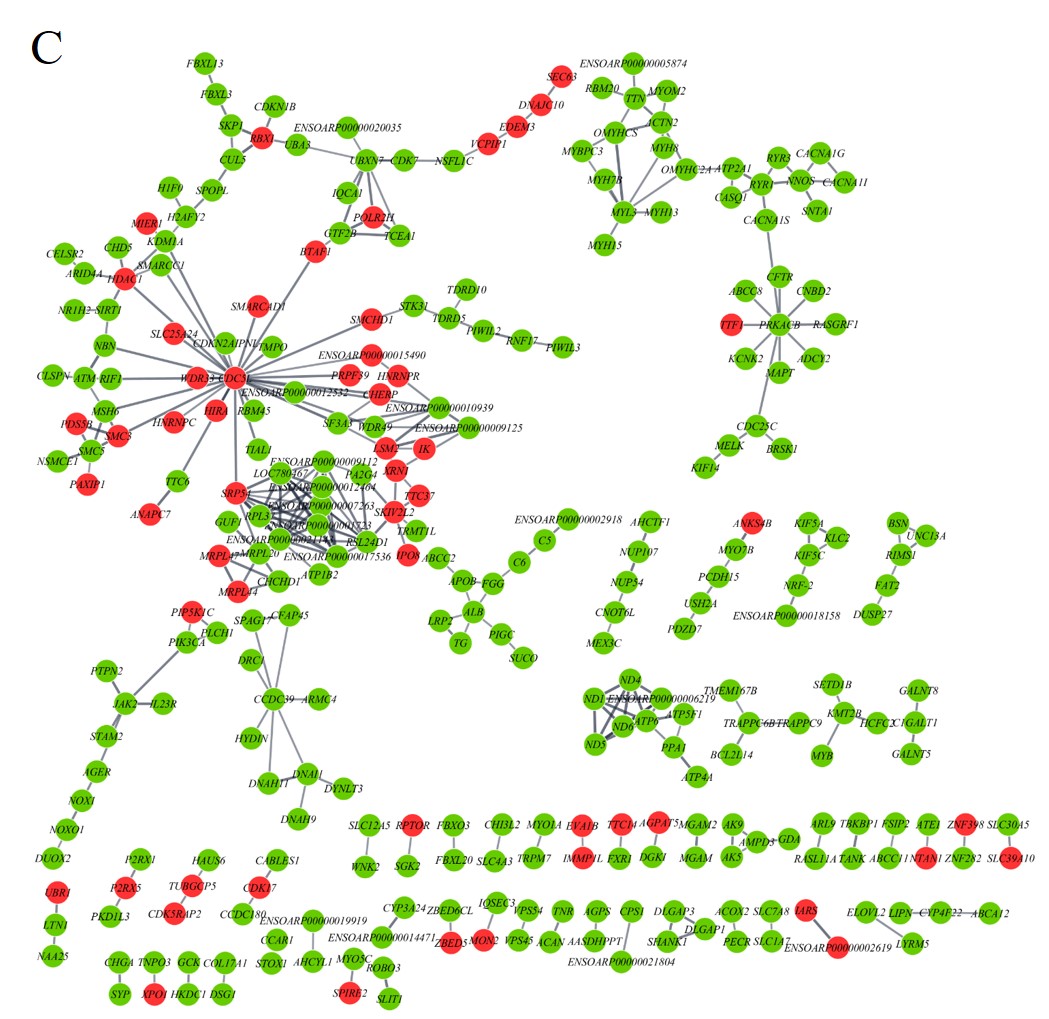

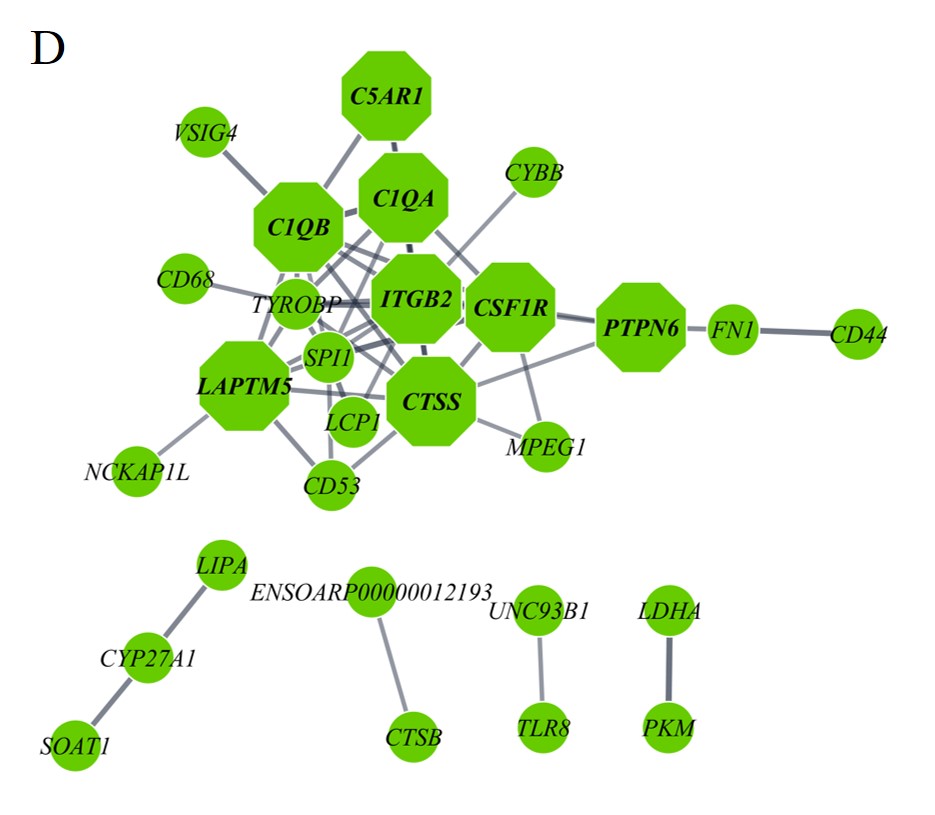

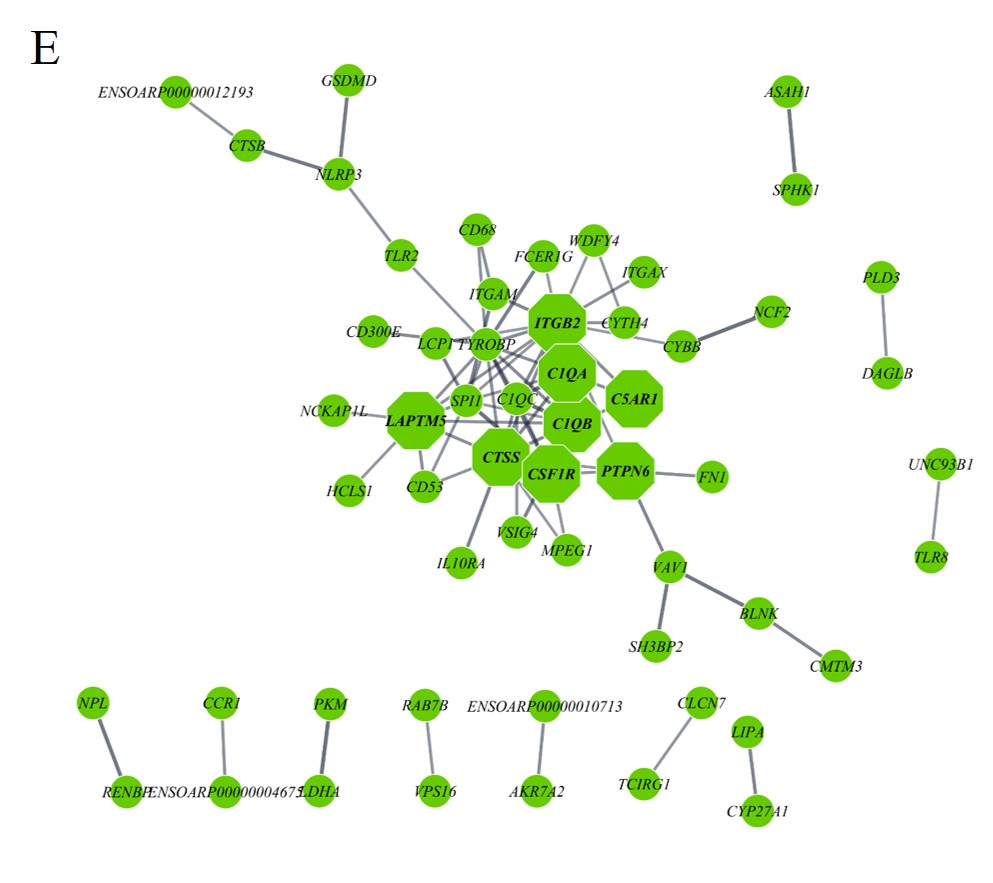

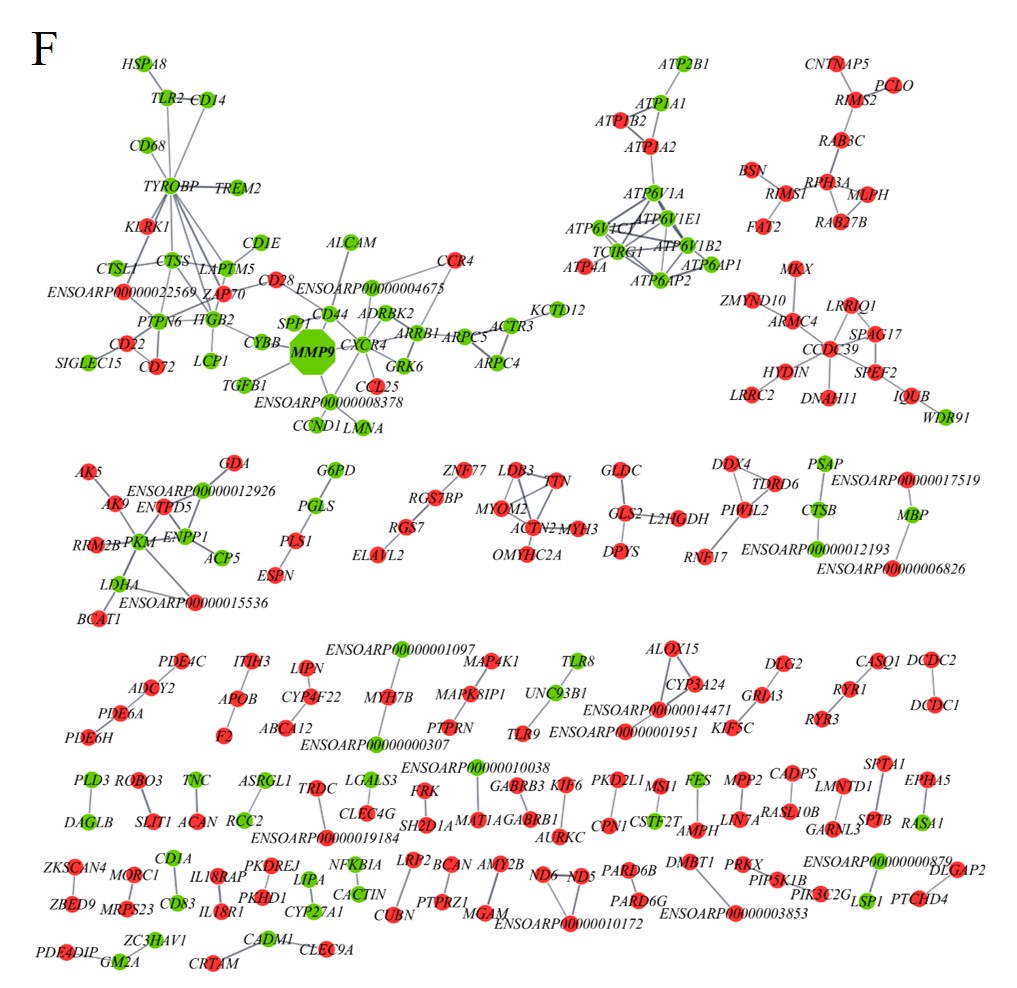

Supplementary Figure 1 A-F: The protein-protein interaction (PPI) networks of differentially expressed genes (DEGs). A) LOW *vs* HIGH, B) LOW *vs* NORM, C) interaction effect of prenatal nutrition and sex (PreNxsex), D) LOW-HCHF *vs* NORM-CONV, E) HIGH-HCHF *vs* NORM-CONV, and F) HCHF *vs* CONV. The red and green nodes represent upregulated and downregulated genes, respectively. The nodes with octagon shape are the hub genes.

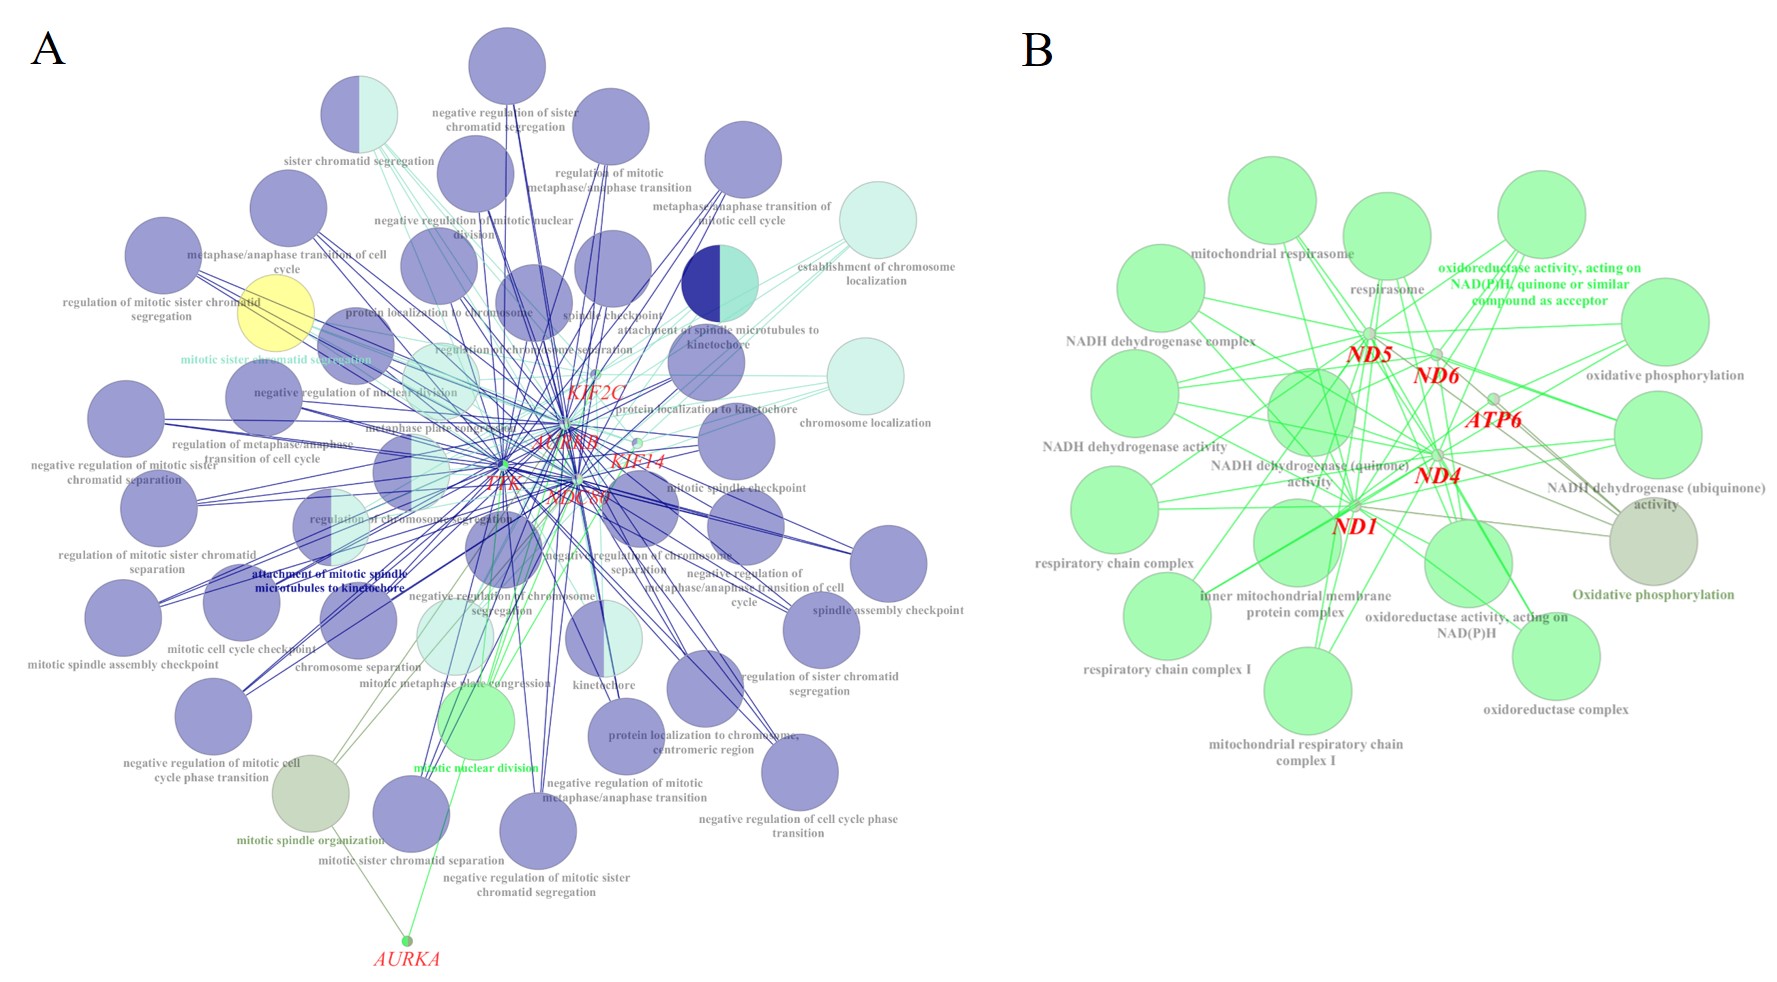

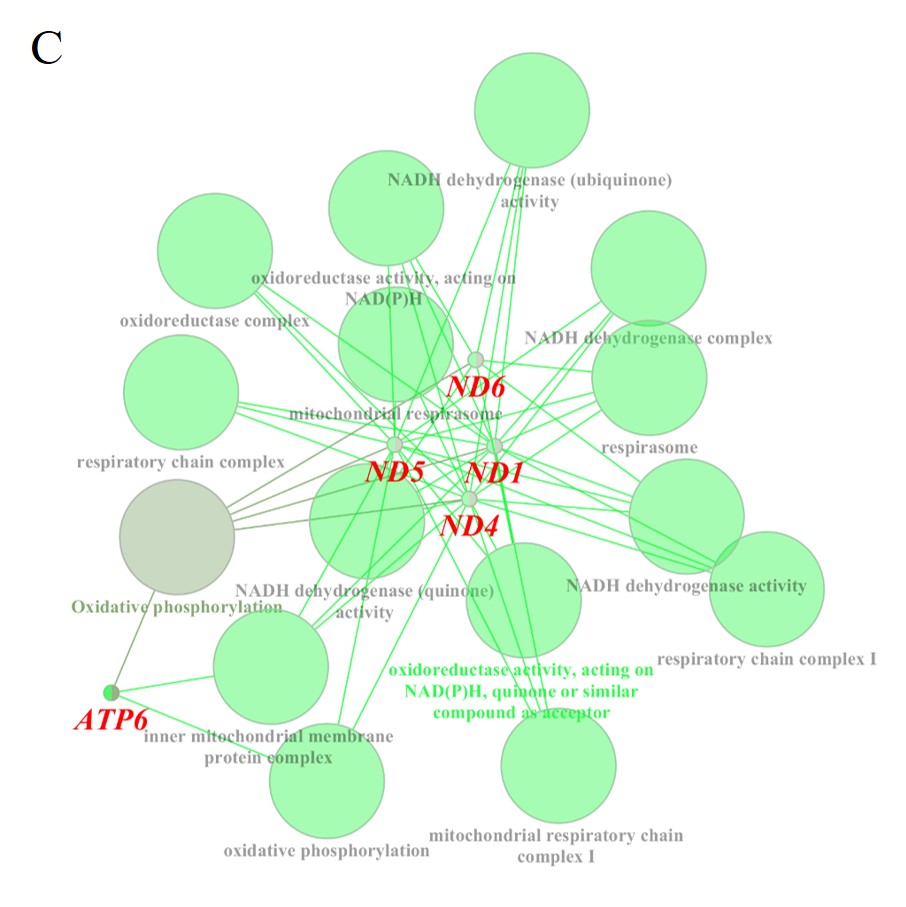

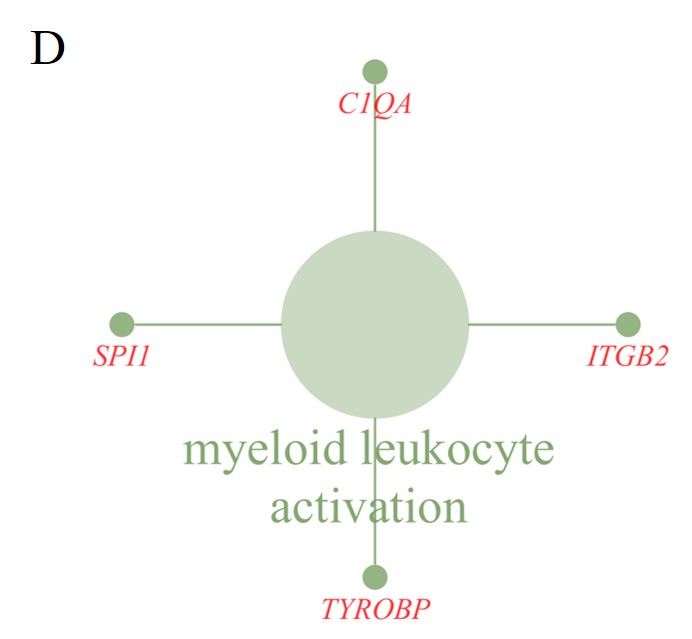

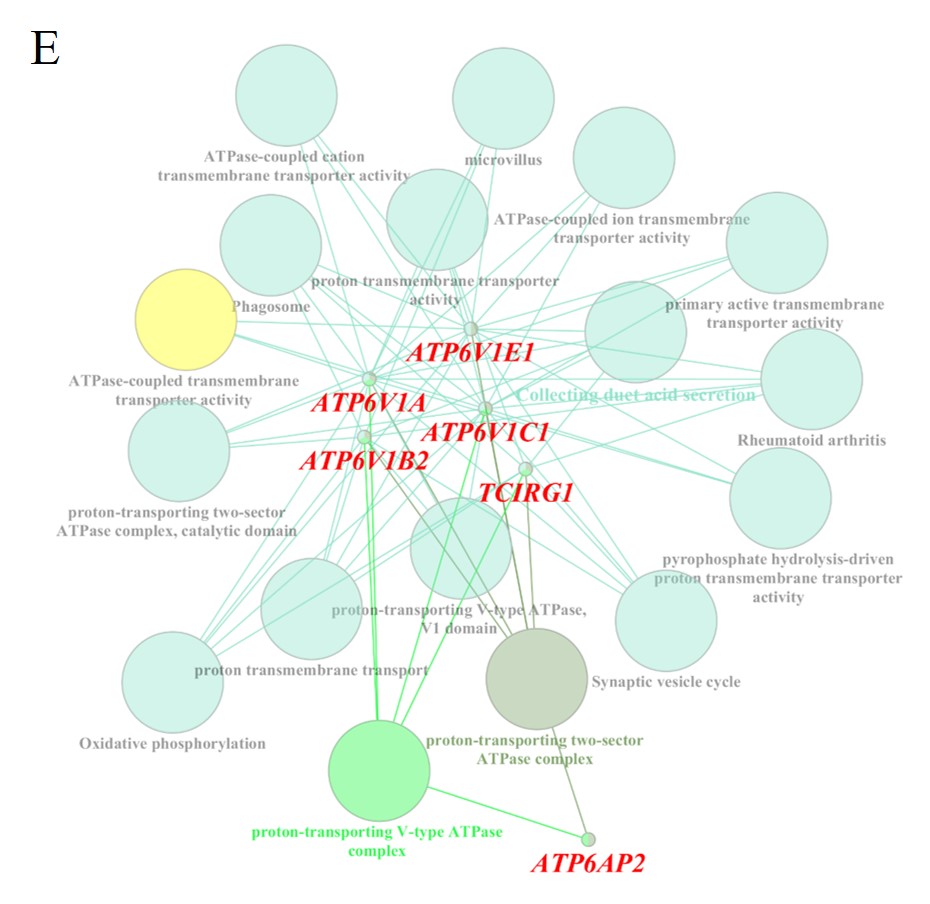

Supplementary Figure 2A-E: Functional enrichment networks. A and B) module 1 and module 2 for LOW *vs* HIGH, C) module 2 for the interaction of prenatal nutrition and sex, D) module 1 for LOW-HCHF and HIGH-HCHF *vs* NORM-CONV and E) module 1 for HCHF *vs* CONV.

How the deposited data were processed for this re-analysis (not part of the article)

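Sequencing covered RNA of 36 sheep, in 36 libraries of perirenal (PER) and 31 of subcutaneous (SUB) adipose tissue. The authors trimmed the read pairs with Trimmomatic, removed reads that matched ribosomal sequences, aligned the others to the sheep genome Oar_v3.1 with STAR and counted them over exons with HTSeq. The deposited values are counts per gene, made by the authors without normalization, for genes listed by Ensembl identifiers, followed by the classes of reads that were not counted in a gene. Samples were grouped by the tissue, diets and sex in their labels.

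The counts in genes ranged from 620406 to 13232721 per library. At the lowest depth, a gene at 1 cpm has fewer counts than 1, so that low values in the libraries with fewer than 2000000 counts rest on few reads. Intervals for counting error were not computed for single libraries. Most values reported are means over libraries or tests across them. Some are levels in single sheep, and their counting error is not shown.

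Genes with at least 1 cpm in at least 4 libraries of the tissue, the size of the smallest diet group, were tested. The counts were fitted with edgeR 4.0.16 in R 4.3.3 by the default quasi-likelihood fit, with TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The model held sex, postnatal nutrition, prenatal nutrition and their pairwise interactions, separately for each tissue. Twins of the same dam were not identified, and the fits, permutation tests and splits treat the sheep as independent. The contrasts of LOW vs HIGH, LOW vs NORM, HIGH vs NORM, HCHF vs CONV, males vs females and the 15 pairs of the 6 diet combinations were averaged with equal weights over the other factors. The interaction of prenatal nutrition and sex was tested on both of its coefficients, and its direction is that of the coefficient for LOW males. The difference between the effects in PER and SUB was tested in a fit of all 67 libraries.

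The alternatives were DESeq2 1.42.0 with averaged contrasts and with the coefficients at the reference levels, the reference levels in edgeR, HIGH in place of NORM as the reference level, an additive model, DESeq2's size factors in edgeR, no filter on low counts, a filter at 1 cpm in every library, the share of reads in no gene as a covariate, limma-voom with sample quality weights (limma 3.58.1), another estimate of the dispersion, each library left out in turn and, for the difference between tissues, the sheep as a replicate block. Further alternatives were chosen after seeing the data. These were libraries with at least 2000000 counts, a filter in at least 11 libraries, the number at which the genes kept in PER come nearest to the total printed in Fig. 1, and independent filtering of DESeq2 at 0.05 in place of its default of 0.1, alone or together with the reference levels. Shares of reads were compared with permutation tests of 100000 resamples.

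Genes were named by a fixed rule, namely the hub and module genes of the paper, the first gene in each direction per comparison in Table 2, and the 2 genes with the smallest adjusted p-values in each direction in Supplementary Table 1 and, among genes with a symbol, in each comparison with DEGs. The reference table matched 0 of the identifiers, and symbols were known only for the 34 genes that Supplementary Table 1 names. The other genes of the rule, the hub genes, the modules, the tests of gene sets, the share of counts in mitochondrial genes and the enrichment of terms are therefore not analysed here. ENSOARG00000026594 from Fig. 1A and the genes that Table 3 lists by identifier for the interaction were added outside the rule because the paper prints their identifiers.

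The tests were checked on simulated counts with the pooled means and the spread of the libraries, in which 200 genes were changed by 2 on the log2 scale in LOW sheep. The changed genes lay above the median level. Smaller changes and differences in composition between libraries were not simulated. DESeq2 found 99.5% of them with 36 false calls and limma-voom 98.0% with 11. In the fit across tissues, at a dispersion of 0.1, edgeR found 100% without and 99.5% with the replicate block. In the comparison that was not changed, HIGH vs NORM, edgeR made 0 calls.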

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

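The tests of the difference between males and females in PER with the share of reads in no gene as a covariate and with single libraries left out were chosen only after its number of genes had been seen.

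The paper does not report a comparison of males with females in PER. It gave 9058 genes past the adjusted p-value threshold among 20880 tested, of which 4154 were higher and 4904 lower in males, and 11176 had an unadjusted p under 0.05. Among 100 splits of the libraries into groups of the same sizes, only the real one (1) gave as many. The share of reads in no gene also differed between the sexes in PER. With this share as a covariate the number fell to 1499, less than the number that remains without any single library, where the lowest was 5592 (without the NORM-HCHF female with the fewest counts) and the highest 11480 (without the other NORM-HCHF female). The share of reads in no gene is therefore a candidate explanation for a part of these genes, and since it differs between the sexes, the covariate also removes the part of a sex difference that runs along with this share. The scaling moved the median log2 fold change of all genes from -0.13 with TMM to -0.28 with DESeq2's size factors, and the share of genes past the threshold that were higher in males from 45.9% to 36.8%. DESeq2 with averaged contrasts gave 11524 genes past the threshold, of which 3254 were higher and 8270 lower in males. The balance of directions therefore depended on the test and the scaling. Of the genes that passed with the covariate, 1099 were among the 9058, so that the share does not account for all of them. For the genes that no longer passed, a difference between the sexes and one in the composition of the libraries cannot be told apart here. Of the 659 genes past the threshold between males and females in SUB, 429 also passed it in PER, 420 of them with the same sign.

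In 5 of 120 groups of 4 to 10 samples, 1 sheep lay far from the others relative to the range of its group, where chance gives about 6. In SUB HIGH-CONV, 1 female had 4592402 counts in genes, against 10103917 in the nearest of the other 4, a gap of 0.781 of the range. In the same group, 1 male had 3.28 log2 cpm of SLITRK5 against 1.18 in the nearest (0.824 of the range) and 2.74 of CITED1 against 0.26 (0.77 of the range). The group holds 2 males and 3 females, and both genes differ between the sexes in SUB. In PER HIGH-HCHF, 1 male had a share of reads in no gene of 81.4% against 68.5% in the nearest of the other 5 (0.846 of the range), and 3.57 log2 cpm of SLC2A12 against 4.79 (0.667 of the range). No biological or technical explanation was tested for these sheep.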

How the results depend on the processing

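The alternatives with libraries of at least 2000000 counts, with a filter in at least 11 libraries and with independent filtering of DESeq2 at 0.05 were chosen after seeing the data, as was every combination of them with another choice, and all others were set before the data were examined. The filter in 11 libraries was chosen because the genes it keeps in PER come nearest to the total printed in Fig. 1.

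Of 323 numbers of genes under an alternative, 209 stayed within 1.5 times the number reported and 114 moved. The numbers that stayed are mostly those of diet comparisons with 0 both as reported and under the alternative (198 of the 285 numbers for diet comparisons under an alternative were 0), so that they are no measure of stability. For males vs females, 8 of 19 stayed in PER and 4 of 19 in SUB. For LOW vs HIGH, HIGH vs NORM and the interaction of prenatal nutrition and sex in SUB, the number was 0 under all 17, 17 and 14 alternatives (415, 524 and 842 genes at an unadjusted p under 0.05 in the fit as reported). The numbers below are those that moved, and the cause was not tested, apart from the tests of single libraries and of the share of reads in no gene in PER. Of 833 log2 fold changes of named genes under an alternative, 808 kept their direction and their side of the threshold, 23 no longer passed it, 2 newly passed it and 0 changed direction.

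With DESeq2 and averaged contrasts, the numbers in PER were 5 for LOW vs HIGH, 2 for LOW vs NORM, 2 for HIGH vs NORM, 27 for HCHF vs CONV, 2507 for the interaction of prenatal nutrition and sex, 3 for HIGH-HCHF vs NORM-CONV and 194 for the other 13 comparisons of diet combinations. In SUB they were 1076 for LOW vs NORM, 28 for LOW-HCHF vs NORM-CONV, 2422 for the other comparisons and 1165 for males vs females. Independent filtering at 0.05 gave 5, 2, 2, 49, 2527 and 195 in PER, for the same comparisons in that order without HIGH-HCHF vs NORM-CONV, and 1076, 28, 2424 and 1165 in SUB.

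At the reference levels with edgeR, the numbers in PER were 48 for HIGH-HCHF vs NORM-CONV, 170 for the other combinations and 330 for males vs females, and in SUB 1 for HCHF vs CONV, 48 for the other combinations and 11 for males vs females. DESeq2 at these levels gave 3308 for LOW vs HIGH, 1.8e+03 for LOW vs NORM (1702 higher and 108 lower in LOW), 1929 for HCHF vs CONV, 14 for LOW-HCHF vs NORM-CONV, 426 for HIGH-HCHF vs NORM-CONV, 19172 for the other combinations and 1416 for males vs females in PER. In SUB it gave 1 for HCHF vs CONV, 1 for HIGH-HCHF vs NORM-CONV, 1888 for the other combinations and 109 for males vs females. Independent filtering at 0.05 gave 3308, 1.8e+03 (1702 and 108), 2073, 169 (158 lower and 11 higher in LOW-HCHF), 421, 19447 and 1416 in PER and 1, 1, 1888 and 109 in SUB, in the same order. The filter in 11 libraries gave 1143, 380, 859, 53, 434, 8833 and 1476 in PER, 1200 for the interaction, and 1 for HIGH-HCHF vs NORM-CONV, 430 for the other combinations and 48 for males vs females in SUB. Both together gave 1143, 405, 900, 168 (158 lower and 10 higher), 427, 8899 and 1476 in PER, 1223 for the interaction, and 1, 430 and 48 in SUB. With libraries of at least 2000000 counts, DESeq2 at the reference levels gave 9 for LOW vs NORM, 2 for HCHF vs CONV, 808 for the interaction, 2 for LOW-HCHF vs NORM-CONV, 978 for HIGH-HCHF vs NORM-CONV, 1589 for the other combinations and 1834 for males vs females in PER, and 0 for LOW vs HIGH, with the count at an unadjusted p under 0.05 at 1466. In SUB the same setting gave 6 for LOW vs NORM, 2 for HCHF vs CONV, 1 for HIGH-HCHF vs NORM-CONV, 30 for the other combinations and 78 for males vs females. With HIGH as the reference level, males vs females gave 7 genes in PER and 4 in SUB with edgeR, and 16 and 27 with DESeq2.

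The additive model gave 1 for HIGH-HCHF vs NORM-CONV and 1 for the other combinations in PER, and 1 for LOW vs NORM, 45 for the other combinations and 1055 for males vs females in SUB. With limma-voom, the interaction had 3784 genes, HIGH-HCHF vs NORM-CONV 1 and the other combinations 44 in PER, and LOW vs NORM 3, the other combinations 5 and males vs females 1377 in SUB. The share of reads in no gene as a covariate gave 8 for the other combinations and 1499 for males vs females in PER, and 0 for the other combinations (6864 at an unadjusted p under 0.05) and 1253 for males vs females in SUB. The filter in every library gave 4585 for males vs females in PER, and 1 for the other combinations and 373 for males vs females in SUB. In SUB, the other combinations, with 2 genes as reported, had 1 with DESeq2's size factors, 4 without a filter on low counts, 1 with the other estimate of the dispersion and 1 with the filter in 11 libraries in edgeR. Libraries of at least 2000000 counts in edgeR gave 1.6e+02 for the interaction (9 with a positive and 154 with a negative coefficient) and 5635 for males vs females in PER, and 4 for the other combinations and 3268 for males vs females in SUB. The difference between PER and SUB in HCHF vs CONV had 1 gene with the sheep as a replicate block.

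Across the 36 fits that each left out 1 PER library, the number in edgeR was 0 for LOW vs HIGH and LOW-HCHF vs NORM-CONV (1391 and 1907 at an unadjusted p under 0.05 with all libraries), 0 to 1 for LOW vs NORM, 0 to 3 for HIGH vs NORM, 0 to 2 for HCHF vs CONV, 0 to 1914 for the interaction, 0 to 2 for HIGH-HCHF vs NORM-CONV, 0 to 4054 for the other combinations and 5592 to 11480 for males vs females. Across the 31 fits in SUB, it was 0 to 0 for LOW vs HIGH, the interaction and HIGH-HCHF vs NORM-CONV (415, 842 and 271 at an unadjusted p under 0.05), 0 to 295 for LOW vs NORM, 0 to 13 for HIGH vs NORM, 0 to 1 for HCHF vs CONV, 0 to 7 for LOW-HCHF vs NORM-CONV, 0 to 1174 for the other combinations and 243 to 3008 for males vs females. Across the 67 fits of the difference between PER and SUB, it was 0 to 0 for LOW vs HIGH, HCHF vs CONV and HIGH-HCHF vs NORM-CONV (766, 1441 and 502 at an unadjusted p under 0.05), 0 to 209 for LOW vs NORM and 0 to 20 for LOW-HCHF vs NORM-CONV.

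The tests of gene sets under another inter-gene correlation and with the covariate were not run, because the identifiers could not be paired with symbols. The interaction has no value at the reference levels apart from the filter and depth alternatives above, since its test does not depend on them. The libraries with fewer than 2000000 counts limit genes with low counts, of which they hold few reads.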

Differences from the paper's values

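All of the following numbers are those of the averaged edgeR fit unless another setting is named, and the alternatives with libraries of at least 2000000 counts, a filter in 11 libraries or independent filtering at 0.05 were chosen after seeing the values.

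For LOW vs HIGH in PER, 0 genes passed the threshold (1391 at an unadjusted p under 0.05) against the paper's 993, with 0 higher and 0 lower in LOW against the paper's 18 and 975. None of the alternatives set before the data were examined closed these gaps, apart from the gap in the total when a library was left out. DESeq2 at the reference levels with the filter in 11 libraries, chosen after seeing the values, gave 1143 in total, with independent filtering at its default or at 0.05, but 1123 of them were higher and 20 lower in LOW. Without 1 of the HIGH-CONV females, DESeq2 at the reference levels gave 1312 in total, but 1296 of them were higher and 16 lower in LOW. The paper's 87 genes with a fold change in its stated range stand against 0 here, and no alternative for which the range was counted reached that number. In the opposite direction, from 4 to 5.5, DESeq2 at the reference levels had 1210 genes, and 244 with the filter in 11 libraries.

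For LOW vs NORM in PER, 0 genes passed the threshold (623 at an unadjusted p under 0.05) against the paper's 186, with 0 higher and 0 lower against the paper's 179 and 7, and 0 with a log2 fold change above 4 against the paper's 25. None of the alternatives set before the data were examined, apart from leaving out a library, closed these gaps. DESeq2 at the reference levels gave 241 in total and 183 higher without 1 of the NORM-CONV sheep, and 192 in total, 186 higher and 6 lower without the LOW-HCHF female with fewer than 2000000 counts. These are picked from 36 such fits with totals from 0 to 5543.

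For the interaction of prenatal nutrition and sex in PER, 0 genes passed the threshold (4570 at an unadjusted p under 0.05) against the paper's 873, with 0 lower against the paper's 869 in its text and 702 in Table 1, and 0 higher against the paper's 171. None of the alternatives set before the data were examined closed these gaps. Among the settings chosen after seeing the values, DESeq2 with libraries of at least 2000000 counts closed all of them, with 808 in total, 688 lower and 120 higher. DESeq2 with the filter in 11 libraries closed those in the total and the lower genes, with 1200 in total and 866 lower, and with independent filtering at 0.05 also 1223 and 874, but not the one in the higher genes (334 and 349). The 7 genes of Table 3 that the paper calls and edgeR does not were all called with DESeq2, with limma-voom, with DESeq2 and independent filtering at 0.05 and with DESeq2 and the filter in 11 libraries under both independent filtering levels, 6 of them with DESeq2 and libraries of at least 2000000 counts, and 1 with edgeR and those libraries.

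For LOW-HCHF vs NORM-CONV in PER, 0 genes passed the threshold (1907 at an unadjusted p under 0.05) against the paper's 101, with 0 lower and 0 higher against the paper's 100 and 1, and 0 with a log2 fold change under -3 against the paper's 9. None of the alternatives set before the data were examined, apart from leaving out a library, closed these gaps. Without 1 of the NORM-CONV sheep, DESeq2 at the reference levels gave 127 in total and 104 lower, and without another it gave 76 lower. With libraries of at least 2000000 counts, chosen after seeing the values, it gave 1 higher.

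For HIGH-HCHF vs NORM-CONV in PER, 0 genes passed the threshold (1227 at an unadjusted p under 0.05) against the paper's 192, with 0 lower and 0 higher against the paper's 180 and 12, and 0 with a log2 fold change under -3 against the paper's 14. None of the alternatives set before the data were examined, apart from leaving out a library, closed these gaps. DESeq2 at the reference levels gave 186 in total and 165 lower without 1 of the HIGH-HCHF sheep, and 263 and 270 lower without 1 or another of the HIGH-CONV sheep. With the filter in 11 libraries, chosen after seeing the values, 21 genes had a log2 fold change under -3.

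For HCHF vs CONV in PER, 0 genes passed the threshold (1819 at an unadjusted p under 0.05) against the paper's 831, with 0 higher and 0 lower against the paper's 595 and 236, 0 with a log2 fold change from 4 to 5.5 against the paper's 50 and 0 with one from -5 to -3 against the paper's 13. The paper's fold changes in these ranges argue against an averaged contrast, so that these numbers may not describe the same contrast. DESeq2 at the reference levels, set before the data were examined, gave 318 lower, 17 of them in the last range, and no other of those alternatives closed a gap apart from leaving out a library. In the fits without 1 library it gave 203 to 324 lower in 22 of the fits, 1207 in total and 828 higher without 1 of the NORM-CONV sheep, 1178 in total without another and 1221 in total without 1 of the LOW-CONV sheep. Among the settings chosen after seeing the values, the filter in 11 libraries gave 859 in total, 620 higher and 239 lower, with 16 in the range from -5 to -3, and with independent filtering at 0.05 also 900, 646 and 254. Independent filtering at 0.05 alone gave 340 lower.

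Between males and females in SUB, 659 genes passed the threshold against the paper's 44. The log2 fold changes printed for these 44 matched DESeq2 at the reference levels, so that these numbers come from different contrasts. None of the alternatives set before the data were examined closed this gap. DESeq2 at the reference levels with the filter in 11 libraries, chosen after seeing the values, gave 48, under both independent filtering levels. The log2 fold changes of SLITRK5 (1.88 against the paper's 4.15), CITED1 (3.46 against the paper's 4.81), FGF1 (-3.53 against the paper's -4.66) and ENSOARG00000018232 (-2.77 against the paper's -3.94) also differ. At the reference levels, set before the data were examined, they were 3.84, 4.40, -4.53 and -4.03 with edgeR and 4.15, 4.82, -4.66 and -3.94 with DESeq2, which differ from the paper's by less than the standard error, and no other alternative set then does so. Among the settings chosen after seeing the values, DESeq2 at the reference levels does so with libraries of at least 2000000 counts (3.83, 4.54, -4.39 and -3.96), with the filter in 11 libraries (4.16, 4.82, -4.65 and -3.93), and with independent filtering at 0.05, with or without this filter.

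The paper states that most DEGs for LOW vs HIGH in PER were lower in LOW, and Fig. 1A shows ENSOARG00000026594 at about -5, read by eye. Here its log2 fold change was 2.09 in the averaged edgeR fit and 5.55 with DESeq2 at the reference levels. The DEGs of DESeq2 at the reference levels were mostly higher in LOW. With the filter in 11 libraries, 1123 were higher and 20 lower, against the paper's 18 and 975. These values are near the paper's in size but opposite in direction. The cause of the opposite direction was not tested. The paper also states that gene expression in SUB was not affected by nutrition, where 2 genes passed the threshold for HIGH-HCHF vs LOW-CONV, ENSOARG00000006382 with a log2 fold change of 2.23 (standard error 0.36, adjusted p = 0.0252, edgeR) and ENSOARG00000017349 with 2.57 (standard error 0.47, adjusted p = 0.0384, edgeR). They were named after their values were seen. As many genes passed it in 43 of 100 splits of the libraries into groups of the same sizes, and the number for these combinations was 0 to 1174 without single libraries, so that the 2 genes may have passed by chance. DESeq2 with averaged contrasts gave 2422 for these combinations and 1076 for LOW vs NORM in SUB, so that the result depends on the test.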

Other observations

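The tests of the share of reads in no gene, of the reference levels and of Supplementary Table 1 were chosen after the classes of the counting had been seen. They were chosen before any test across genes was run. No test below was chosen after its result, apart from the setting marked as chosen after seeing the values.

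The share of reads in no gene varied between the PER libraries. A depth effect on the number of genes detected was tested at an equal depth of 620406 counts, where the number of genes rose with the share (Pearson's r = 0.958 and Spearman's rho = 0.9, permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 1.75e-05 over 7 relations), so that depth alone does not account for it. Without the 2 PER libraries farthest from the median share, r was 0.947. Within females r was 0.97 and rho 0.96, and within males r was 0.847 and rho 0.64 (permutation p = 0.00011 and 0.00674), with r = 0.511 without the 2 male libraries farthest from the median, so that the relation in males rests in part on these. The share differed between the sexes in PER (smallest adjusted permutation p of the tests of diets and sex 0.00582). It was not shared by the tissues of a sheep (Pearson's r = -0.151, permutation p = 0.422, Spearman's rho = -0.002, permutation p = 0.992, n = 31).

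For the DEGs of DESeq2 at the reference levels in PER, 2 explanations were tested. The mean level of the 4869 genes called in any of the diet comparisons followed the share of reads in no gene in the 17 male libraries, which are not the groups compared, with rho = 0.56, but the median rho of 1000 random lists of matched expression was 0.59, and 1% of them had a lower rho. The shares of the males range only from 63.7% to 81.4%, so that this test does not rule out the share for the DEGs, which describe females. In females, the genes higher in LOW than in HIGH had their highest mean levels (3.96, 3.76 and 3.11 log2 cpm) in the libraries with the highest shares (97.6%, 97.4% and 94.9%). Leaving out single libraries lowered the number of DEGs to under 0.5 of its value in 5 comparisons with 20 or more DEGs, of which 4 were between diets (LOW vs HIGH, LOW vs NORM, HCHF vs CONV and HIGH-HCHF vs NORM-CONV) and the other was males vs females. Single libraries and the share therefore both remain as candidate explanations for these numbers. The numbers ranged from 0 to 4634 for LOW vs HIGH, from 0 to 5543 for LOW vs NORM, from 0 to 5037 for HCHF vs CONV, from 0 to 2410 for LOW-HCHF vs NORM-CONV and from 0 to 1003 for HIGH-HCHF vs NORM-CONV, and from 80 to 2372 for males vs females.

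The genes of Supplementary Table 1 were tested for a difference between the sexes that is present in both tissues. Of the 44 genes, 26 had the sign given there in PER, more than in 85.37% of 100000 random assignments of signs, so that such a difference was not detected over the list in the averaged edgeR fit. This holds for the list only. Among all genes past the threshold between males and females in both tissues, 420 of 429 had the same sign in this fit. In this fit 30 of the 44 passed the threshold, 15 of them with the sign given there, and with DESeq2 and averaged contrasts 34 passed it, 17 of them with that sign. The number with the sign depended on the setting. It was 36 with the share of reads in no gene as a covariate, where 17 passed the threshold, all 17 with that sign, 38 with edgeR and 39 with DESeq2 at the reference level HIGH, 33 with DESeq2 at the reference levels and libraries of at least 2000000 counts (chosen after seeing the values), and 20 of 23 genes with the filter in every library. In PER, SLITRK5 had a log2 fold change of 0.21 (standard error 0.25, adjusted p = 0.495, edgeR) and FGF1 one of -1.62 (standard error 0.29, adjusted p = 0.000192, edgeR). ERICH4 (log2 fold change 2.29, adjusted p = 6.48e-08), LPIN1 (1.78, adjusted p = 0.000183) and NTN4 (-1.11, adjusted p = 0.00029) also differed between males and females in PER, and these 3 genes and FGF1 had the same sign in SUB.

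Other splits of the libraries into groups of the same sizes were compared with the real one, which is included in each number. As many genes at an unadjusted p under 0.05 were found in PER in 12 of 100 splits for LOW vs HIGH, 52 for LOW vs NORM, 30 for HIGH vs NORM, 17 for HCHF vs CONV, 3 for the interaction of prenatal nutrition and sex, 9 for LOW-HCHF vs NORM-CONV, 18 for HIGH-HCHF vs NORM-CONV and 27 for the other combinations. In SUB they were found in 35 of 100 splits for LOW vs HIGH, 17 for LOW vs NORM, 67 for HIGH vs NORM, 51 for HCHF vs CONV and 38 for the interaction, in 33 of 40 for LOW-HCHF vs NORM-CONV and in 74 of 80 for HIGH-HCHF vs NORM-CONV. As many genes past the adjusted threshold were found in SUB in 43 of 100 splits for the other combinations and in only the real one (1 of 100) for males vs females. For the difference between PER and SUB, 7 of 60 splits for LOW vs HIGH, 6 for LOW vs NORM, 18 for HCHF vs CONV, 24 for LOW-HCHF vs NORM-CONV and 33 for HIGH-HCHF vs NORM-CONV gave as many genes at an unadjusted p under 0.05. For the interaction, the splits shuffled the sexes within each diet combination, which also removes the difference between males and females. They therefore do not test the interaction apart from that difference, and no conclusion on it is drawn from them. In PER, 0 genes passed the adjusted threshold for the interaction (4570 at an unadjusted p under 0.05).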
